# Gene expression profiling in C57BL/6J and A/J mouse inbred strains reveals gene networks specific for brain regions independent of genetic background

**DOI:** 10.1186/1471-2164-11-20

**Published:** 2010-01-11

**Authors:** Simone de Jong S, Tova F Fuller, Esther Janson, Eric Strengman, Steve Horvath, Martien JH Kas, Roel A Ophoff

## Abstract

**Background:**

We performed gene expression profiling of the amygdala and hippocampus taken from inbred mouse strains C57BL/6J and A/J. The selected brain areas are implicated in neurobehavioral traits while these mouse strains are known to differ widely in behavior. Consequently, we hypothesized that comparing gene expression profiles for specific brain regions in these strains might provide insight into the molecular mechanisms of human neuropsychiatric traits. We performed a whole-genome gene expression experiment and applied a systems biology approach using weighted gene co-expression network analysis.

**Results:**

We were able to identify modules of co-expressed genes that distinguish a strain or brain region. Analysis of the networks that are most informative for hippocampus and amygdala revealed enrichment in neurologically, genetically and psychologically related pathways. Close examination of the strain-specific gene expression profiles, however, revealed no functional relevance but a significant enrichment of single nucleotide polymorphisms in the probe sequences used for array hybridization. This artifact was not observed for the modules of co-expressed genes that distinguish amygdala and hippocampus.

**Conclusions:**

The brain-region specific modules were found to be independent of genetic background and are therefore likely to represent biologically relevant molecular networks that can be studied to complement our knowledge about pathways in neuropsychiatric disease.

## Background

Genome-wide gene expression profiling has been used to aid in the discovery of genes involved in human diseases and to discriminate between disease subtypes. This approach has already been successfully applied in cancer and obesity research [1,2], but similar approaches have not yet been widely applied to human neuropsychiatric traits. An important issue concerning expression profiling in these disorders in man is the lack of the most relevant tissue, i.e. the brain, for study. Except for limited numbers of post-mortem samples, there is no easy access to human neuronal tissue for expression studies [3].

Mouse models, however, have long been used to study neuropsychiatric traits. There is consensus that symptoms of disorders such as major depression and anxiety can be studied by observing behavior in inbred strains [4,5]. Moreover, mouse brain tissue is accessible and most brain regions are highly conserved between mouse and human [6,7]. Regional gene expression in the brain has been shown to be conserved between non-human primates, rodents and man, making it possible to study mice in relation to human neurobiology [8,9].

This study focuses on two brain regions, the hippocampus and amygdala, because of their importance in neural behavior and psychiatric disease. These areas are both part of the limbic system and known to be heavily interconnected. Hippocampal function has been extensively studied and it has been shown to be a key structure in learning and memory processes [10]. The amygdala is important in processing fear and anxiety and is also thought to be involved in associative learning and memory. Because of its small size and complicated anatomy the amygdala has been less well studied in man. The structure consists of about 10 different subnuclei with distinct roles for the input and output of information [11]. Both brain regions have been implicated in neuropsychiatric disorders such as schizophrenia and depression, as well as epilepsy, but there is increasing evidence that they might play differential roles as well [12,13].

Using the mouse as an animal model is advantageous for the study of neurobehavioral traits because the genetic make-up of these inbred strains is known and they have been extensively phenotyped for more than two decades. This makes it possible to select strains most divergent for the (behavioral) trait of interest and to search for underlying genetic factors [14]. A recent study estimated that there are ~8 million single nucleotide polymorphisms (SNPs) between classical mouse inbred strains, which results in an estimated strain diversity of 1 SNP every 250-300 base pairs [15].

Although gene expression carries information about biological state and environment, a number of studies have shown that up to 85% of the measured transcripts in human lymphocytes are significantly heritable [16,17]. This suggests that gene expression in general is under strong genetic control. An association analysis of expression levels with SNPs and genomic copy number variations (CNVs) in human lymphoblastoid cell lines was performed and showed that SNPs and CNVs capture 83.6% and 17.7% of the total detected genetic variation in gene expression, respectively [18]. Expression levels are shown to be more variable among individuals than among the populations they belong to, as studied in *fundulus *fish and man [17,19,20]. Differences in allele frequencies seem to explain most of the variation in transcript levels between human populations [21].

To explore gene expression differences specific to a strain and/or brain region, we studied the amygdala and hippocampus brain tissues of mouse inbred strains A/J and C57BL/6J. These strains have been consistently shown to differ in behavioral, physiological and developmental processes. For example, studies have reported that A/J show more anxiety-like behaviors and are less social towards other mice [22]. A/J is also known to have lower motor activity levels [23] and be more resistant to developing epilepsy [24] than C57BL/6J.

Although they are heavily interconnected, the amygdala and hippocampus perform separate functions in memory and emotion (see earlier). The amygdala functions mostly through GABA-ergic transmission, while the hippocampus uses excitatory connections [6]. Here we explore whether behavioral differences between the mouse strains and functional specificity of the two brain regions are reflected in differential gene expression profiles. It is plausible that differences in expression profiles represent a combination of genetic and functional variation. Considering the involvement of the hippocampus and amygdala in neurobehavioral symptoms in both mouse and man, the results from our mouse analysis may shed new light on pathways underlying neuropsychiatric traits in humans as well.

Since we were interested in finding co-expression modules that relate to amygdala and hippocampus in the different mouse strains, we used gene co-expression network analysis. Gene co-expression network methods have been successfully applied in a variety of different settings [8,25-29]. This systems biology analysis method starts out by defining clusters of co-expressed genes (called 'modules') which may represent molecular networks involved in a common biological pathway. Genes that are highly connected within these groups are thought to drive the modules and are considered to be 'hub genes'. As described below, we identified large co-expression modules that are significantly associated with differences between mouse strains and brain regions. We found that the observed strain-specific modules in fact reflect hybridization artifacts but, strikingly, two large modules distinguish brain regions irrespective of genetic background. Detailed functional enrichment analyses revealed an overrepresentation of genes involved in neurological and psychological disorders, in addition to nervous system function and development.

## Results

### Data preprocessing

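RNA from punches of the hippocampus and the amygdala of male A/J and C57BL/6J mice was hybridized to Illumina MouseRef-8 arrays, which measure transcripts with beads that carry 1 long probe sequence each. There were 9 A/J hippocampus, 8 A/J amygdala, 9 C57BL/6J hippocampus and 9 C57BL/6J amygdala arrays, 35 in all, on 11 chips. The chips were sorted into 2 sets by the first digits of their IDs, called chip lots here, though the labels name no lot. The sample labels do not tie the hippocampus and amygdala samples to animals. The number of detected probes per array was 6312 to 10722 (median 9506) in A/J hippocampus, 6549 to 10751 (median 9023) in A/J amygdala, 6099 to 9239 (median 8696) in C57BL/6J hippocampus and 6243 to 11039 (median 7944) in C57BL/6J amygdala. The authors extracted the signals of 24620 probes with BeadStudio, which subtracted the mean of the negative control beads, and 31.0% of these signals are at or below 0. They then transformed and normalized them with Lumi (variance stabilization and robust spline). Here the background-subtracted signals were taken up before the authors' transformation. They were corrected with normexp from the detection p-values, shifted by an offset of 16, quantile normalized and put on the log2 scale (neqc in limma). Probes with a detection p under 0.01 on at least 8 arrays, the size of the smallest group, were tested with limma in 1 fit of the 4 group means. The region difference is hippocampus minus amygdala averaged over the strains, and the strain difference is A/J minus C57BL/6J averaged over the regions. Adjusted p-values are Benjamini-Hochberg values, with a threshold of 0.01.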

After background correction, expression arrays were transformed and normalized according to the Lumi procedure [30]. Genes were then filtered based on detection values generated by BeadStudio^©^. The detection *p*-value threshold was set at 0.01, leaving 13,627 of the 24,620 probes on the microarrays for analysis. 

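Detection separated the regions for several genes of known function. Tacr1, the receptor of substance P, was detected on 17 of 17 amygdala arrays and 0 of 18 hippocampus arrays, and Isl1, a LIM homeodomain transcription factor, on the same numbers. Smoc2, a secreted matrix protein, was detected on 18 of 18 hippocampus arrays and 0 of 17 amygdala arrays. Myoc, which encodes myocilin, was detected on 7 arrays, all from C57BL/6J hippocampus. A detection p under 0.01 on at least 1 array was found for 13627 probes (55.3% of all), on at least 8 arrays for 10408 probes and on all 35 arrays for 4820 probes. The number of arrays limits the precision of each of these counts, and a probe that was not detected may still have a transcript below the background of the negative control beads.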

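The arrays differed in how many probes they detected within each group of brain region and strain, and the ranges of the 4 groups overlapped. The first principal component of the 10408 tested probes held 41.6% of the variance and followed the number of detected probes (Pearson r = -0.943, Spearman rho = -0.921, each with a permutation p of 1e-05, the smallest that 100000 permutations allow). Its adjusted p was 1.2e-05 over 5 relations, and r was -0.938 without the 2 arrays farthest from the median. Within chip lot 1 (21 arrays) r was -0.919 and rho -0.887 (each with a permutation p of 1e-05), and within chip lot 2 (14 arrays) r was -0.967 and rho -0.868 (permutation p = 2.0e-05 and 1.1e-04). The second component (13.9% of the variance) separated hippocampus from amygdala, with r = 0.933 and rho = 0.866, and r = 0.940 without the 2 farthest arrays. The third (9.48%) separated A/J from C57BL/6J, with r = -0.938 and rho = -0.866, and r = -0.941 without the 2 farthest (permutation p = 1e-05 for each). The correlation between arrays, across probes, was 0.834 to 0.990 (median 0.938) within a group and had a median of 0.913 between groups. Probes are not independent replicates.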

Hierarchical clustering using all probe information yielded no sample outliers.

### Network reconstruction

A gene co-expression network was constructed using amygdala and hippocampus tissue from both A/J and C57BL/6J strains (total N = 35). For computational reasons, only the 5,000 most variable probes (across all samples) were used for the network construction. To construct a weighted co-expression network based on the matrix of pairwise Pearson correlation coefficients, we used a soft thresholding approach by raising each correction to a fixed power. We used the criterion described by Zhang and Horvath to choose the power (beta = 8) [29]. One advantage of soft thresholding is that it leads to networks that are highly robust with respect to different soft-thresholds (beta). In particular, our findings remained virtually unchanged for different choices of beta. 

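Branches of strain-dependent and region-dependent probes were counted at other powers of the correlation too. With the power 6 the network held 3417 probes and its branches of at least 50 probes included 1 with 66 of the 70 Magenta probes in the network and 1 with 148 of the 178 Red probes. With the power 12 the network held 2095 probes, a branch held 67 of the 67 Red probes in it, and of the 47 Magenta probes in it 0 stood in a branch of that size. These are fewer than the smallest branch counted, so only a branch that held other probes too could have been counted for them. Pink probes did not form a branch of their own at either power: at most 4 of 51 stood in 1 branch with the power 6, and with the power 12 no Pink probe passed the connectivity threshold. With the authors' processed values and the power 8, 72 Pink probes passed that threshold and 28 of them stood in 1 branch. The branches were cut at a single height, from 0.7 to 0.99 in steps of 0.01, that gave the most branches, in place of the dynamic cut of the paper.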

Soft thresholding resulted in a 5,000 × 5,000 dimensional weighted adjacency matrix containing pairwise connection strengths. Next, a connectivity measure (*k*) per probe was calculated by summing the connection strengths with other network genes. Since module genes tend to be highly connected, we restricted the module detection analysis to genes that had relatively high connectivity. We chose a connectivity threshold of 0.1, which resulted in 2,795 probes for the module detection analyses.

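The filters on variance and connectivity kept unlike shares of the region-dependent and strain-dependent modules. Of the 5000 most variable detected probes, 2841 had a connectivity over 0.1 of the highest, with correlations raised to the power 8. Of the probes listed in Additional file 2, 184 Red, 75 of 76 Magenta and 54 of 84 Pink probes were among the most variable, and 129, 58 and 26 of these passed the connectivity threshold. With the authors' processed values 185 Red, 73 Magenta and 77 Pink probes were among the most variable, and 150, 50 and 72 passed. The Pink counts were 78 and 43 without background correction, and 64 and 55 with arrays scaled to a common median. The share of Pink probes kept thus depends on the processing. The listed Red probes used here number 2 fewer than in the paper's count.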

### Module detection

We define co-expression modules as branches of a hierarchical clustering tree. Specifically, we used average linkage hierarchical clustering with the topological overlap similarity measure to define a cluster tree. The topological overlap is a robust measure of interconnectedness, which keeps track of shared patterns of connection strengths [29,31-33].

For branch cutting (module detection) we used the dynamic branch-cutting algorithm implemented in the dynamicTreeCut and WGCNA (weighted gene co-expression network analysis) R library [26,34]. Each module (or branch) is assigned a unique color label which is visualized in the color band underneath the cluster tree (see Figure 1). 

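A branch of 53 probes held 52 probes of the Magenta module, which includes Gdi3, Tomm22 and Tmem68, and a branch of 114 probes held 108 probes of the Red module, which includes Tacr1, Smoc2 and Isl1. The other 5 branches, of 310, 153, 132, 82 and 69 probes, held none of the listed Magenta, Red or Pink probes. Their eigengenes, of 746 probes in all, followed the number of detected probes on an array, with r of 0.825 to 0.955 and rho of 0.758 to 0.929 in size over 35 arrays (permutation p = 1e-05 for each, the smallest possible; adjusted p = 1e-05 over 5 relations). Without the 2 arrays farthest from the median r was 0.8293 to 0.9485 in size, within chip lot 1 it was 0.763 to 0.927 and within chip lot 2 it was 0.895 to 0.980. In all, 913 probes stood in 7 branches of at least 50 probes, at a height of 0.72 on the tree of topological overlap with average linkage. With simulated data of 600 probes, the same procedure returned 3 of 3 planted modules and 300 of 300 planted probes. All planted probes entered that network, while 26 of 84 Pink probes entered the one here, so recovery of modules like Pink was not tested.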

We found 10 modules, each of which contained at least 50 probes. Our module detection method followed the standard WGCNA approach that has been successfully used in multiple applications [8,25,26,29,35]. Since our modules are large and distinct, we expect them to be found by many alternative detection methods. 

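In the authors' processed values, the mean level over the 35 arrays was 8.19 ± 0.56 (SD over 76 probes) for the Magenta module, 8.45 ± 0.82 (SD over the listed probes) for the Red module and 8.63 ± 0.98 (SD over 84 probes) for the Pink module. In the log2 values used here these means were 7.98, 8.70 and 9.14. The most highly expressed members were Glo1, a glyoxalase, at 12.05 in the Magenta module, Camk2b, a subunit of calcium/calmodulin-dependent kinase, at 13.28 in the Red module, and Cplx1, a complexin of synaptic vesicle release, at 13.23 in the Pink module.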

Average gene expression levels of all modules range from 8.52 to 9.51.

**Figure 1:**
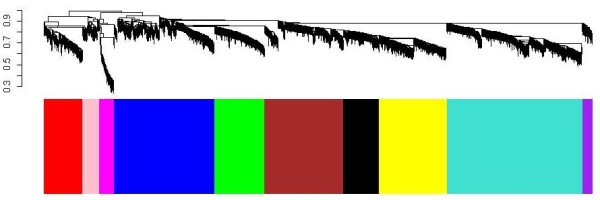
**Network construction identifies distinct modules of co-expressed genes using hippocampus and amygdala samples of A/J and C57BL/6J mice (n = 35)**. The dendrogram was produced by average linkage hierarchical clustering of genes using topological overlap. Modules of co-expressed genes were assigned colors corresponding to the branches indicated by the horizontal bar beneath the dendrogram.

### Modules related to strain and brain region

To identify modules that are related to the sample traits of interest - here mouse strain status (A/J versus C57BL/6J) and brain region (amygdala versus hippocampus) - we correlated the sample traits with a representative measure of each module. To define a representative module expression profile (referred to as the module eigengene), we summarized the (standardized) gene expression profiles of the module by their first principal component. The module eigengene can be considered a weighted average of the module gene expression profiles.

The correlation between the eigengene module and the sample trait of interest (e.g. brain region status) is referred to as eigengene significance. A standard correlation test can be used to assess the statistical significance (*p*-value) of the eigengene significance. Our module-based analysis has a major advantage over a standard differential gene expression analysis: since it only relates a handful of modules to the sample trait, the module-based analysis circumvents the multiple comparison problem that plagues standard gene-based analyses (that relate thousands of probes to the sample trait). 

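The Magenta eigengene was lower in A/J than in C57BL/6J, and no array of one strain reached the range of the other. It was -0.172 ± 0.0283 (SD, n = 17) in A/J and 0.163 ± 0.0203 (SD, n = 18) in C57BL/6J, and it held 89.2% of the variance of the 76 probes. Its members with the most connections were Gdi3, a GDP dissociation inhibitor, Tomm22, part of the mitochondrial import receptor, and Tmem68. With A/J coded as 1 the correlation with strain was r = -0.990 and rho = -0.866 (permutation p = 1e-05 for each, the smallest that the resamples allow; adjusted p = 3e-05 over 9 tests of eigengenes), and r = -0.991 without the 2 arrays farthest from the median. It was r = -0.990 within either chip lot, and A/J was lower on 7 of 7 chips that held both strains. With region the correlation was r = -0.0128 and rho = 0.0170 (permutation p = 0.945 for r). The module was chosen by the study on these samples, so this is not independent evidence.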

We found a highly significant correlation between the Magenta module eigengene (based on 76 probes) and strain status (*r *= 0.99, *p *< 1.0e-29). This shows that the Magenta module is comprised of genes that are highly differentially expressed between the two strains. 

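The probes lowest in A/J lay in the Magenta module. Csrp1, a LIM domain protein, was at 4.92 ± 0.30 (SD, n = 17) in A/J, where 1 array detected it, and 11.46 ± 0.48 (SD, n = 18) in C57BL/6J, at least 58.9-fold lower in A/J against the lowest level detected (adjusted p = 1.2e-29). Tmem68 was detected on 0 of 17 A/J arrays and 18 of 18 C57BL/6J arrays, at least 19-fold lower, and Fcer1g, the gamma chain of Fc receptors, was at least 16.2-fold lower. Chchd4, which 2 A/J arrays detected, was at least 23.5-fold lower. Tomm22, Gdi3, Glrx and Srp9 followed, with log2 differences of -4.80 to -4.29. So did Abhd16a, at least 13.9-fold lower, and 1 of the 2 Magenta probes of Prdx2, both undetected in A/J. For each of these 10 genes the ranges of the strains did not overlap. All 76 Magenta probes passed the adjusted threshold of limma for strain, with a median size of 2.15 on the log2 scale, or 1.99 with the 13 probes that were undetected in a whole strain set to the lowest difference they allow. From the correlation of the eigengene with strain, the paper concludes that the module is made of genes that differ between the strains.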

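The Red module joined genes of opposite direction. Ecel1, Tac1, Drd1 and Isl1 were higher in the amygdala and C1ql2, Neurod2 and Nrn1 higher in the hippocampus. Its eigengene was 0.163 ± 0.0228 (SD, n = 18) in hippocampus and -0.172 ± 0.0264 (SD, n = 17) in amygdala, held 80.0% of the variance, and the regions did not overlap. The Pink eigengene was 0.133 ± 0.123 (SD, n = 18) and -0.141 ± 0.0747 (SD, n = 17), held 69.1% of the variance, and the regions overlapped. With hippocampus coded as 1 the correlation with region was r = 0.990 and rho = 0.866 for Red, and r = 0.810 and rho = 0.821 for Pink (permutation p = 1e-05 for each, the smallest possible). Without the 2 farthest arrays r was 0.990 and 0.807. Within chip lot 1 and chip lot 2, r was 0.986 and 0.996 for Red, and 0.812 and 0.816 for Pink. With arrays scaled to a common median in place of quantiles, Pink had r = 0.394 (permutation p = 0.0194), above the threshold. Both modules were chosen by the study on these samples.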

Strikingly, we found that brain region status (amygdala versus hippocampus) was highly correlated with both the Red module (*r *= -0.99, *p *= 1.8e-29, 198 probes,) and the Pink module (*r *= -0.81, *p *= 4.4e-09, 84 probes) eigengenes. All of these *p*-values remain highly significant even after carrying out the most stringent multiple comparison adjustment (Bonferroni correction) for the number of modules.

Figure 2a-f and Additional File 1 show the eigengene expression values of the Magenta, Red and Pink modules. The eigengene comparison showed that the Magenta module completely separates the inbred mouse strains, while the Pink and Red modules distinguish the amygdala and hippocampus independent of strain origin. 

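Samples fell by strain on the Magenta eigengene and by region on the Red one, while the Pink eigengene left some hippocampus and amygdala samples at like values. The Red eigengene was 0.170 ± 0.0234 (SD, n = 9) in A/J hippocampus and 0.155 ± 0.0206 (SD, n = 9) in C57BL/6J hippocampus, against -0.182 ± 0.0105 (SD, n = 8) and -0.164 ± 0.0335 (SD, n = 9) in amygdala. The Pink eigengene was 0.153 ± 0.124 (SD, n = 9) and 0.113 ± 0.125 (SD, n = 9) in hippocampus, against -0.114 ± 0.0536 (SD, n = 8) and -0.165 ± 0.0851 (SD, n = 9) in amygdala. Against strain, r was 0.0260 for Red (rho = 0.0509, permutation p = 0.883 for r) and 0.159 for Pink (rho = 0.187, permutation p = 0.358 for r). Hippocampus was higher on 10 of 10 chips that held both regions for Red and on 9 of 10 for Pink.

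**Figure D1:**
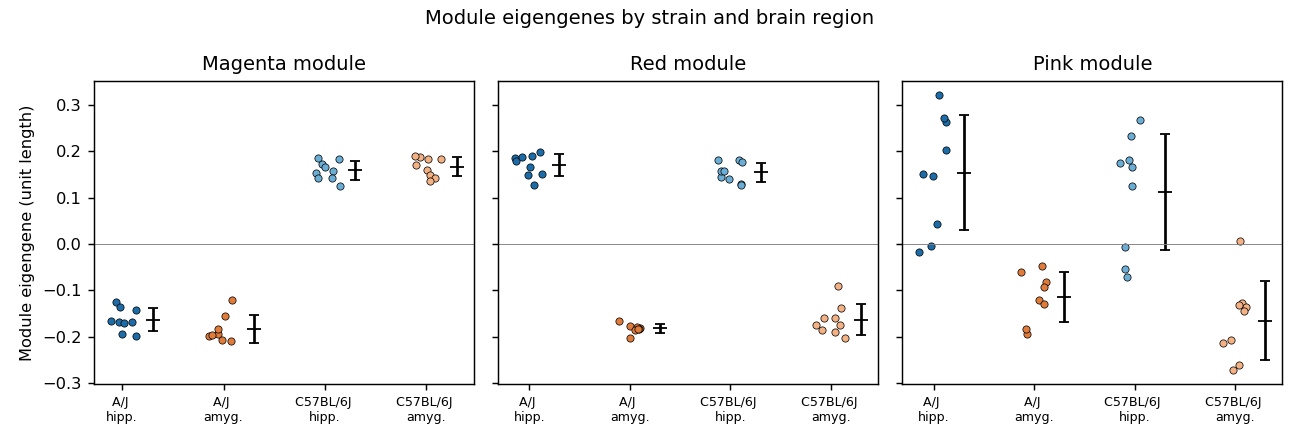
Eigengene of each array (vertical axis, unit length, no unit) for the Magenta, Red and Pink modules in the 4 groups of strain and region. Points are arrays, and the bar beside them is the mean with the SD. The 17 A/J arrays lie below the 18 C57BL/6J arrays for Magenta, and the 18 hippocampus arrays lie above the 17 amygdala arrays for Red.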

The Red module is most informative in distinguishing the brain regions amygdala and hippocampus.

**Figure 2:**
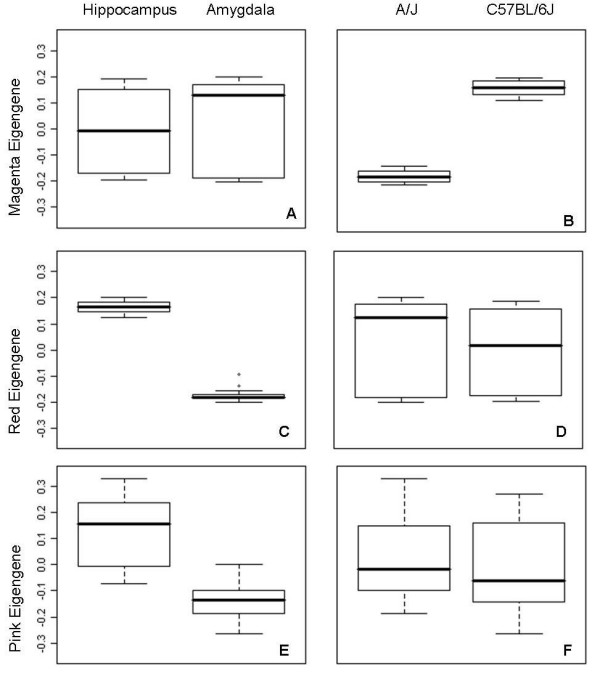
**Module eigengene values can separate samples based on mouse strain or brain region**. The module eigengene is a single representative expression profile for each sample, based on the first principal component of that module. The box plots show that the Magenta eigengene values separate samples perfectly into an A/J and C57BL/6J group (b) but not brain region (a). The Red module eigengenes creates groups of amygdala and hippocampus samples (c), but does not separate between strains (d). The Pink module eigengene differentiates between brain regions as well, but to a lesser extent (e and f).

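Most Magenta probes had lower signals in A/J. Of 76 probes, 68 were lower and 8 higher in A/J by limma, with a median log2 difference of -2.14. Those higher in A/J included H2afz, a histone variant, by 2.86 (standard error 0.18, adjusted p = 1.2e-15), Trappc12, a subunit of a vesicle tethering complex, which was detected on 17 of 17 A/J arrays and 0 of 18 C57BL/6J arrays and was at least 2.19-fold higher, Shoc2 by 1.95 and Glo1 by 1.36. Between the regions, 1 of the 76 probes was higher and 4 were lower in hippocampus. The study listed these probes from the same samples, so their direction is not independent evidence.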

A heat map of the Magenta module revealed a distinct pattern of overall decreased expression levels in A/J compared to C57BL/6J (Figure 3). 

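Both directions were present in the region-dependent modules. In the Red module 117 probes were higher in hippocampus and 79 higher in amygdala at the adjusted threshold of limma, which every listed Red probe passed. The median size was 1.60 on the log2 scale, or 1.54 with 13 probes that were undetected in a whole region set to the lowest difference they allow. Smoc2, undetected in amygdala, was at least 6.27-fold higher in hippocampus, and Homer3, a scaffold of excitatory synapses, was higher by 2.96 (standard error 0.20). Ecel1, an endopeptidase of neurons, had a difference of -4.24 (standard error 0.15) and Rxrg, a retinoid X receptor, one of -3.13 (0.14). In the Pink module 44 probes were higher in hippocampus, 26 were higher in amygdala and 14 did not pass the test, with a median size of 0.74. For Homer3 1 C57BL/6J amygdala array lay far above the others. Kcna6, a voltage-gated potassium channel, was a Pink member with a difference of -0.72 (standard error 0.12).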

The heat map of the Pink and Red modules showed a more random distribution of increased and decreased gene expression levels on comparing amygdala and hippocampus. The full data set with the Magenta, Red and Pink module gene content is available online (see Additional File 2). In addition, the correlation between the eigengenes for the Red, Pink and Magenta modules with expression values of all probes (i.e. 'module membership') detected on the expression arrays are given in Additional File 3.

**Figure 3:**
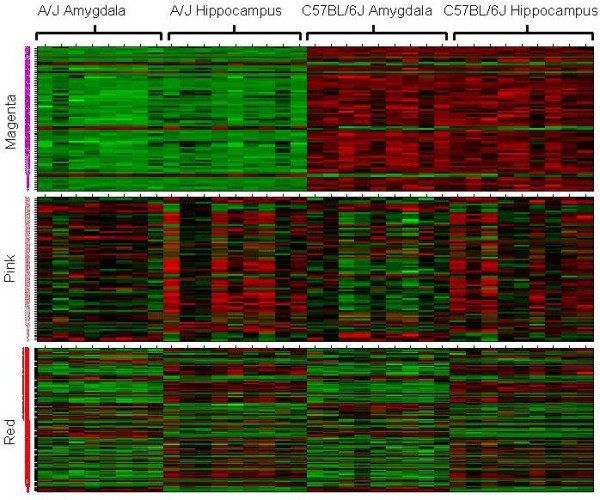
**Gene expression heat map for significant modules**. The rows correspond to genes and the columns to samples, with samples groups indicated at the top. Genes colored green are under-expressed, while red indicates over-expression. Expression in the Magenta module (top panel) is lower in A/J compared to C57BL/6J for almost all probes. Both up- and down-regulated probes compose the Pink (middle panel) and Red (bottom panel) modules when comparing amygdala and hippocampus.

### Preservation of modules

To assess the preservation of the modules within each strain and brain region, multiple post-hoc analyses were performed. Samples were either separated by strain (containing amygdalar and hippocampus samples, *n *= 17 A/J samples, *n *= 18 C57BL/6J samples) or brain region (containing samples from both A/J and C57BL/6J origin, *n *= 17 amygdalar samples, *n *= 18 hippocampal samples). Networks of co-expressed genes were constructed for these different groups using the color coding from the previous module definition (using all samples from both strains).

To assess the existence of the brain region specific modules in separate strains, networks of co-expressed genes were constructed for each strain separately (using both amygdalar and hippocampus samples per strain) and using the color code of the previous module definition (using all samples of both strains). Modules are preserved when genes with the same color continue to cluster together based on their topological measure in the separate networks. Visual inspection of the hierarchical clustering trees shows that this is the case for the Red and Pink modules, but not for the Magenta module (see Additional File 4). 

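Red and Pink probes stayed correlated with each other within either strain, and Magenta probes did so less. The mean size of the correlation between the probes of a module, over pairs of probes, was 0.833 in A/J and 0.791 in C57BL/6J for Red, 0.679 and 0.706 for Pink, and 0.332 and 0.360 for Magenta. Over the 5000 most variable probes it was 0.435 in A/J and 0.423 in C57BL/6J. The means rest on 17 and 18 arrays, and pairs of probes are not independent, so no test was made.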

The preservation of module eigengene significance of the Red and Pink modules was used to validate these gene networks as enriched with genes differentially expressed between amygdala and hippocampus independent of origin of strain. 

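Within A/J the Red eigengene, in which Tacr1 and Isl1 were among the most connected genes, was 0.228 ± 0.0326 (SD, n = 9) in hippocampus and -0.256 ± 0.0135 (SD, n = 8) in amygdala. Within C57BL/6J it was 0.232 ± 0.0292 (SD, n = 9) and -0.232 ± 0.0504 (SD, n = 9). With the eigengene computed in each strain alone, r with region was 0.995 (rho = 0.866) in A/J and 0.986 (rho = 0.867) in C57BL/6J, with an exact permutation p of 4.1e-05 for r in each (adjusted p = 5.3e-05). The regions did not overlap in either strain. Without the 2 farthest arrays r was 0.995 and 0.988. The study grouped the Red probes on samples that include these, and every listed one passed limma's threshold for region over both strains. An eigengene within 1 strain could thus hardly fail to follow region, and these correlations are not independent evidence.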

The module eigengene correlation for the Red module was significant in both the A/J (*r *= 0.99, *p *= 2.4e-16) and C57BL/6J (*r *= 0.99, *p *= 5.4e-14) networks. 

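The Pink eigengene, in which Hpca (hippocalcin) and Adora1 (the adenosine A1 receptor) were among the most connected genes, was 0.186 ± 0.189 (SD, n = 9) in hippocampus and -0.210 ± 0.0847 (SD, n = 8) in amygdala within A/J. Within C57BL/6J it was 0.192 ± 0.170 (SD, n = 9) and -0.192 ± 0.114 (SD, n = 9). Its r with region was 0.815 in A/J (rho = 0.866) and 0.815 in C57BL/6J (rho = 0.803), each with an exact permutation p of 1.6e-04 (adjusted p = 1.6e-04), and 0.815 and 0.799 without the 2 farthest arrays. With arrays scaled to a common median, r was 0.439 (exact permutation p = 0.0798) and 0.404 (exact permutation p = 0.0983), which ends the call in both strains. The Pink probes too were grouped by the study on samples that include these, so the correlations are not independent evidence.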

The Pink module also remained significant on comparing amygdala and hippocampus in A/J and C57BL/6J (*r *= 0.88, *p *= 7.7e-05 and *r *= 0.82, *p *= 3.8e-05).

To assess the preservation of the Red and Pink modules, we used a connectivity-based module preservation measure described in [8,25,35]. Specifically, for a given module, this preservation measure is defined as the correlation of the intramodular connectivity between the two strains. Thus, the higher the value of the module preservation measure, the better preserved is the module structure (its connectivity pattern) between the two strains. For the Pink and Red modules, we found a highly significant module preservation measure (*r *= 0.53 *p *< 10e-03) and (*r *= 0.51 (*p *< 10e-03), respectively, which shows that these modules are highly preserved between the two strains.

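Genes that were hubs of a module in A/J tended to be hubs in C57BL/6J. The intramodular connectivity of the Pink probes had r = 0.519 (standard error 0.0724, rho = 0.518) between the strains over 84 probes, and that of the Red probes r = 0.513 (standard error 0.0533, rho = 0.487) over the listed probes. Each had a permutation p of 1e-05, the smallest possible, over 3 modules tested. These are correlations across probes, which are not independent replicates. With the group means of the regions removed before the connectivity was computed, r was 0.672 for Pink and 0.236 for Red (permutation p = 9.4e-04 for Red). With arrays scaled to a common median in place of quantiles, r was 0.940 for Pink and 0.532 for Red.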

The same post-hoc analyses were performed to assess preservation of the modules of interest in networks constructed using either amygdalar or hippocampus samples (from both strains) with probes colored according to the initial network (constructed on all samples from both strains). Visual inspection of the hierarchical clustering trees of the amygdalar and hippocampus samples separately shows preservation of the Magenta module, but not of the Red or Pink modules (see Additional File 4). 

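Magenta probes stayed correlated within either region, and Red and Pink probes did so less than within a strain. The mean size of the correlation between Magenta probes was 0.888 in hippocampus and 0.912 in amygdala. It was 0.296 and 0.311 for Red and 0.555 and 0.461 for Pink, against 0.415 and 0.474 for the 5000 most variable probes. No test was made, since pairs of probes are not independent.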

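The strains lay apart on the Magenta eigengene in both regions, when it was computed in each region alone and scaled to unit length. Within hippocampus the Magenta eigengene was -0.233 ± 0.0384 (SD, n = 9) in A/J and 0.233 ± 0.0311 (SD, n = 9) in C57BL/6J, and within amygdala it was -0.255 ± 0.0399 (SD, n = 8) and 0.227 ± 0.0273 (SD, n = 9). With A/J coded as 1, r was -0.990 in hippocampus (rho = -0.867) and -0.991 in amygdala (rho = -0.866), with an exact permutation p of 4.1e-05 for r in each. The strains did not overlap in either region. The study grouped the Magenta probes on samples that include these, so the correlations are not independent evidence.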

Magenta module eigengene significance remained high for strain differences in the networks created with hippocampal samples (*r *= 0.99, *p *= 1.1e-14) and amygdala (*r *= 0.99, *p *= 1.3e-14) separately. We found that the Magenta module was highly preserved between amygdalar and hippocampal networks (*r *= 0.80, *p *< 10e-03).

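The connectivity of the Magenta probes in hippocampus followed that in amygdala, with r = 0.837 (standard error 0.0381, rho = 0.806) over 76 probes and a permutation p of 1e-05, the smallest possible. Prdx2, an antioxidant enzyme, and Srp9, part of the signal recognition particle, were among the 5 most connected over all arrays. With the strain means removed r was 0.758. Probes are not independent replicates.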

### Polymorphic SNPs in module genes and probes

To investigate whether genetic variation between the two inbred strains could affect module detection, we collected SNP data from genes represented in the Magenta, Pink and Red modules (Table 1). SNPs were counted in target genes with a 10 kb region around the gene location. A comparison between the three modules showed that the Magenta module contained the smallest number of total SNPs relative to the number of interrogated base pairs compared to the Pink (*p *< 2.2e-16) and Red (*p *< 2.2e-16) modules; the Pink module contained significantly more total SNPs than the Red module (*p *< 2.2e-16). However, the Magenta module, which was enriched with genes that are differentially expressed between A/J and C57BL/6J, contained significantly more non-synonymous coding SNPs than those found in the Pink (*p *= 2.6e-07) and Red (*p *= 3e-03) modules; the Pink and Red modules did not differ in their numbers of non-synonymous coding SNPs (*p *= 0.04).

**Table 1:** SNP counts within target genes in significant modules

	Total bp checked	Total SNPs	% of bp	Non-synonymous coding SNPs	% of SNPs found
**Magenta**	21,218,367	7,128	0.03	59	0.83
**Pink**	8,637,477	8,193	0.09	19	0.23
**Red**	15,909,861	10,464	0.07	49	0.47

The first column refers to the number of base pairs checked within a module. To include possible regulatory regions, a margin of 10 kb before and after each gene was used. The second column contains the total number of SNPs found, and the third column shows this number relative to the number of base pairs checked. Non-synonymous coding SNPs are represented in column four, and column five shows the percentage of non-synonymous coding SNPs compared to the total number of SNPs found.

When checking probe sequences for known SNPs between A/J and C57BL/6J, the Magenta module was composed of significantly more SNP-containing probes (32 of 76 probes) than the Red module (3 out of 198 probes, *p *< 2.2e-16) and the Pink module (1 out of 84 probes, *p *= 1.3e-11). 

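Probes with a known SNP had lower signals in A/J throughout the Magenta module. All 32 such probes of the 76 (42.1%) were lower in A/J by limma, with a median log2 difference of -2.34. On no A/J array were 8 of them detected, and with these set to the lowest difference they allow the median was -2.10. Of the other 44 probes, 36 were lower and 8 higher (Fisher exact test of direction across probes, two-sided p = 0.0178). In the Pink module 1 of 84 probes holds a known SNP, that of Ncdn (neurochondrin), which was higher in A/J by 0.68 (standard error 0.15, adjusted p = 0.0017). In the Red module 3 of the listed probes do, those of Anp32a, Itih3 and Pcdh20, and none passed the threshold for strain (adjusted p = 0.716, 0.0445 and 0.129). The Fisher exact p of known SNPs in Magenta against Pink was 1.3e-11; no such test was made on the Red list, of which the copy used here holds fewer probes than the paper gives. Which probes hold a SNP is taken from Additional file 2.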

The number of probes containing SNPs did not differ significantly between the Red and Pink modules. In addition, sequencing of eleven of the top probes of the Magenta modules without known SNP revealed that 91% (10 of the 11) contain a polymorphism between C57BL/6J and A/J, with the C57BL/6J genomic sequence being identical to the probe sequence in all cases. 

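The 10 probes in which sequencing found a polymorphism were lower in A/J, 10 of 10, with log2 differences of -4.78 to -2.63 and a median of -4.07, or -3.91 with 1 probe undetected in A/J set to its lowest difference. They include those of Gdi3, Glrx, Srp9, Enpp5 (-4.19), Ndufb10 of the respiratory chain (-3.96), Psmd8 of the proteasome (-3.86) and Fcrls (-2.63). The probe of Chchd4, an oxidoreductase of mitochondrial import in which sequencing found none, was lower in A/J by limma as well, at 4.88 ± 0.26 (SD, n = 17), near the background, against 10.13 ± 0.38 (SD, n = 18). Of 33 probes with no polymorphism known, 25 were lower and 8 higher, with a median of -1.59. The paper selected the sequenced probes by their large differences, so neither their sizes nor their directions can be compared with the others.

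**Figure D2:**
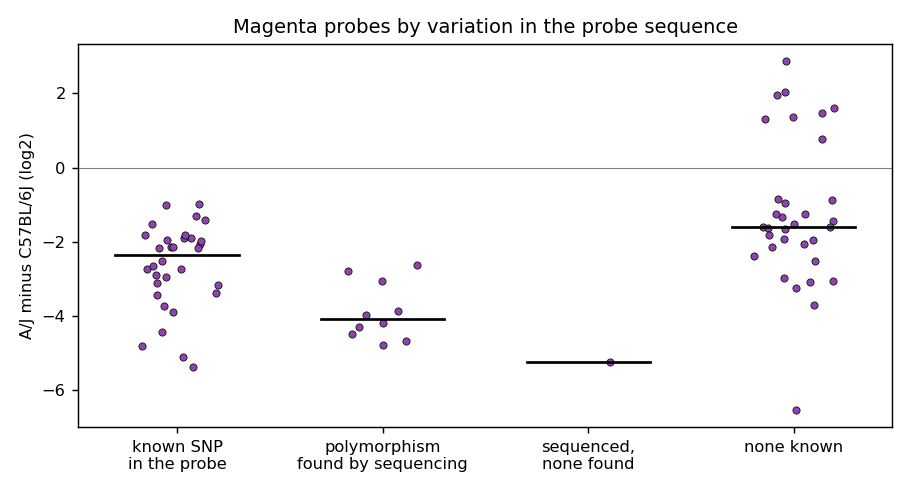
Strain difference (A/J minus C57BL/6J, log2, vertical axis) of each of the 76 Magenta probes by what is known of variation in the probe sequence. Points are probes and lines are medians, at -2.34 for the 32 probes with a known SNP, -4.07 for the 10 with a sequenced polymorphism and -1.59 for the 33 with none known. Probes above 0 are found in the last class alone.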

Results are given in Additional File 5.

In order to better understand the high frequency of sequence variation in probe regions of the Magenta module genes, we also investigated whether the target genes of the probes in the Magenta module with and without a SNP were *cis*- or *trans*-regulated genes. We consulted the publicly available WTCCC heterogeneous stock database containing expression quantitative trait loci (eQTL) in hippocampus for this purpose [36]. This data was also collected using the Illumina platform and differentiates between real *cis*-effects and possible false *cis*-acting eQTLs resulting from probes with and without a SNP in the sequence. Of the 32 target genes with probes resident in the Magenta module and containing a SNP, more possible false *cis-*acting eQTLs were detected in the WTCCC database than the 44 remaining probes of the Magenta module (13 out of 32 vs. 7 out of 44 probes, *p *= 0.02). Moreover, probes in the Magenta module without known SNPs were significantly enriched with real *cis*-acting eQTLs compared to the probe sequences containing a SNP (16 out of 44 vs. 3 out of 32, *p *< 0.01).

### Gene ontology enrichment analysis

We used Ingenuity Pathways Analysis (Ingenuity^® ^Systems, http://www.ingenuity.com) to study the ontology of genes in the Pink and Red modules - these modules were enriched for genes that are differentially expressed between amygdala and hippocampus. For the Red module (165 out of 198 genes are known) the top-3 overrepresented subcategories within 'diseases and disorders' were Neurological Disease (*p *= 7.6e-7 - 3.3e-2), Genetic Disorder ((1.5e-6 - 2.7e-2) and Psychological Disorder (*p *= 1.2e-5 - 1.5e-2). The category 'physiological system development and function' yielded the following top-3: Behavior (*p *= 3.3e-6 - 2.2e-2), Nervous System Development and Function (*p *= 4.4e-5 - 3.3e-2) and Cardiovascular System Development and Function (*p *= 5.7e-5 - 2.9e-2). The Pink module (72 out of 84 genes were in the Ingenuity Pathways Knowledge Base) yielded no significant results using this threshold. The Magenta module (68 out of 76 genes are known) had significant overrepresentation of genes in the 'Diseases and Disorders' subcategory Dermatological diseases and conditions (6.6e-4 - 7.1e-3). Results for categories enriched by at least one module at the *p *< 10e-04 level are shown in the color-coded bar plot in Figure 4. The complete results from the Ingenuity analysis are provided in Additional File 6. A visual representation of the network for the Red module is given in Figure 5, highlighting the strongest connections between hub genes and the involvement of the genes in different functional pathways.

**Figure 4:**
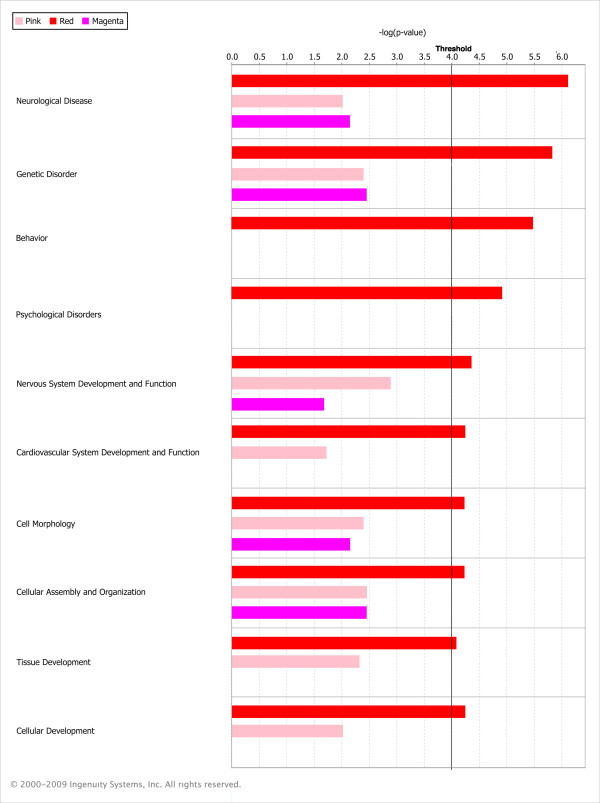
**Color-coded bar plot depicting Ingenuity Pathway Analysis results**. We used Ingenuity Pathways Analysis (Ingenuity^® ^Systems, http://www.ingenuity.com) to study the ontology of genes in the Red, Pink and Magenta modules. Results for categories enriched by at least one module at the *p *< 10e-04 level are depicted in the color-coded bar plot.

**Figure 5:**
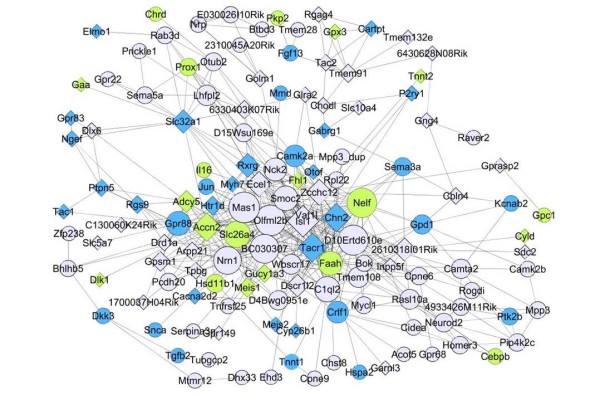
**Visual representation of connections of genes in Red module**. This figure shows target genes of the probes in the Red module with the strongest connections only (*r *> 0.92). Circles (○) denote genes with increased expression levels in hippocampus and diamonds (◊) represent genes with increased expression levels in the amygdala. Node size is related to the number of connections of that particular gene; a highly connected gene (i.e. 'hub gene') is therefore larger than genes with fewer connections. Nodes are colored blue when they appear in the Ingenuity categories Neurological Disease, Genetic Disorder and Psychological Disorder. Green nodes represent the genes unique to the Genetic Disorder category. Edge length is not related to correlation strength.

## Discussion

In this study, we applied systems biology methods to identify modules of co-expressed genes highlighting differences between the hippocampus and amygdala in two mouse inbred strains, A/J and C57BL/6J. Rather than generating a list of differentially expressed genes, this approach reconstructs networks of genes with related expression profiles that are thought to represent biological meaningful correlations. Reconstruction of these modules is performed in an unbiased fashion, independent of strain or tissue origin. These results may provide new insights or complement our existing knowledge on brain region-specific molecular pathways. Since the hippocampus and amygdala are largely conserved between man and mouse, and are thought to play an important role in behavior, emotion and cognition, studying these brain regions may aid our understanding of mechanisms underlying neuropsychiatric traits.

We observed differential expression between A/J and C57BL/6J mouse inbred strains and between the amygdala versus hippocampus brain regions (Figure 3). 

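Most glutamatergic genes were higher in the hippocampus, and more GABAergic, neuropeptide and striatal-type genes were higher in the amygdala than in the hippocampus. Of 14 measured genes of glutamatergic neurons 11 were higher in hippocampus and none lower (11 when adjusted over the list alone), such as Slc17a7, a vesicular glutamate transporter, by 2.86 (standard error 0.30). Of 13 genes of GABAergic neurons 7 were higher in amygdala and none in hippocampus (7 adjusted over the list alone), and of 15 genes of dopamine and cAMP signalling of striatal type 13 were (14 adjusted over the list alone), such as Rgs9 at -3.34 and Drd1 at -3.19. Of 16 neuropeptides 11 were higher in amygdala and 2 in hippocampus (11 and 3 adjusted over the list alone): Tac1, the precursor of substance P, had -3.39 and Tac2, that of neurokinin B, -3.35, and Cck had 2.18. Between the strains, Hbb-b2, a beta globin, was detected on 17 of 17 A/J arrays and 0 of 18 C57BL/6J arrays, at least 5.77-fold higher. In total 1267 of 10408 probes differed between the regions (668 higher in hippocampus, 599 in amygdala) and 613 between the strains (213 higher in A/J, 400 lower) at an adjusted p under 0.01 from limma. camera's adjusted p over 23 lists was 1.8e-17, 5.8e-09, 9.9e-23 and 5.3e-08 for these lists in that order, and with an estimated correlation the adjusted p was 5.9e-06, 9.4e-06, 0.0052 and 0.0200, which ends the call for neuropeptides. At an unadjusted p under 0.05 limma found 0 genes of the other direction in the glutamatergic, GABAergic and striatal-type lists. The GABAergic list holds Slc32a1, Gad1, Gabrg1, Isl1 and Dlx6, and the glutamatergic list Nrn1 and Neurod2. The paper had named these genes from the same samples, so the counts and tests of these 2 lists are not independent evidence. With arrays scaled to a common median in place of quantiles the counts for region and strain were 649 and 364, and with array weights 2125 and 1754.

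**Figure D3:**
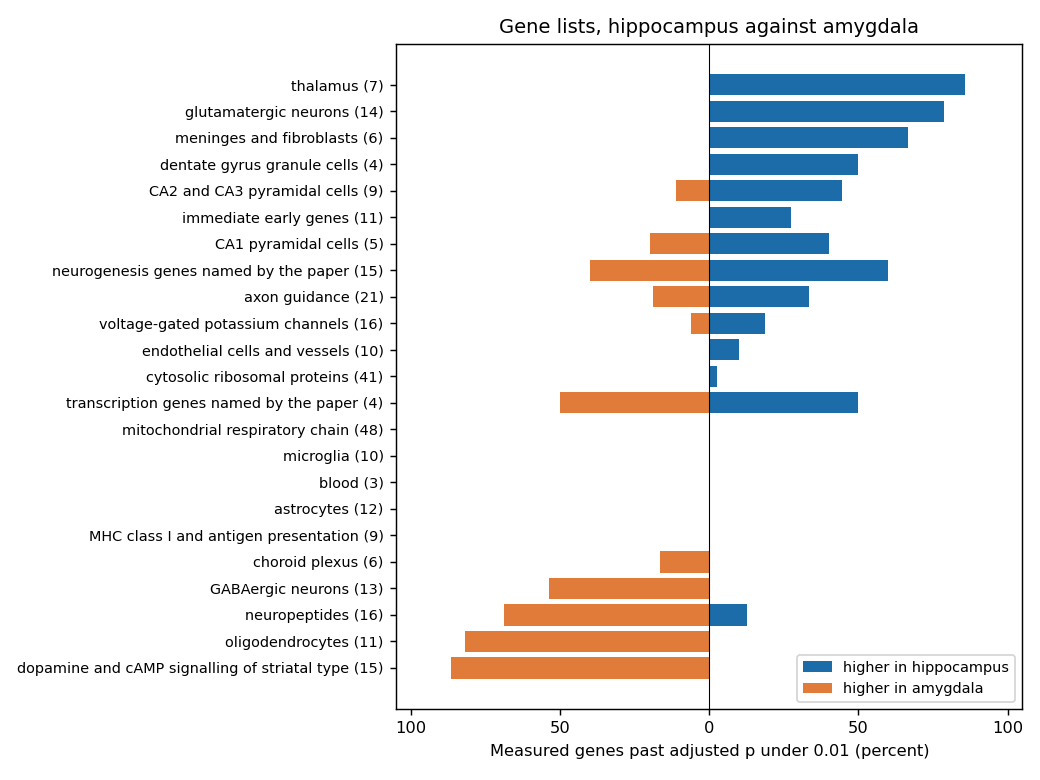
Percent of the measured genes of each list (number in brackets) that were higher in hippocampus (to the right) or in amygdala (to the left) at an adjusted p under 0.01 over all 35 arrays. Glutamatergic genes lie to the right with 11 of 14, and striatal-type genes to the left with 13 of 15.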

Further analysis demonstrated that differences in gene expression profiles between brain tissues were independent of strain origin (Figure 2, Additional File 4). 

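The genes that differed between the regions did so in the same direction in both strains for 1262 of 1267 probes. In A/J alone 898 probes passed the limma threshold, in C57BL/6J alone 635, and 452 passed in both, with the same direction for 452 of 452. C1ql2, a secreted protein of dentate granule cells, was higher in hippocampus by 3.35 (standard error 0.26) in A/J and by 4.87 (0.26) in C57BL/6J, and Tnnt1 by 3.77 (0.26) and 4.43 (0.25). The interaction was -1.52 (adjusted p = 0.0872) for C1ql2 and -0.65 (adjusted p = 0.673) for Tnnt1. Across the called probes the region differences in the strains had r = 0.921, and across all tested probes 0.651. Probes are not independent replicates, and the called ones were chosen for their difference over both strains.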

While we provide evidence that the observed strain-specific differences are likely the result of hybridization artifacts (i.e. Magenta module), we postulate that networks enriched with genes that are differentially expressed between amygdala and hippocampus (i.e. Pink and Red modules) represent biological relevant molecular pathways. A limitation of our study is that both hippocampus and amygdala are not homogeneous (see for example [37,38]). Future research could aim to further dissect these regions (e.g. by laser capture) so that more homogenous sub-regions could be studied. Our study provides a more global assessment of differential expression between these large brain structures thereby ignoring the regional substructures within each of the brain regions.

We observed that brain region-specific effects can be detected independent of strain origin. 

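Of the 10 probes highest in hippocampus and the 10 probes highest in amygdala by the size of their difference, none passed the limma threshold for strain, and the lowest adjusted p was 0.0251, for Slc17a7. Vat1l was at 7.90 ± 0.52 (SD, n = 18) in hippocampus and 11.09 ± 0.43 (SD, n = 17) in amygdala, with a strain difference of -0.05 (standard error 0.15, adjusted p = 0.874). Slc26a4, an anion exchanger, was at 8.50 ± 0.32 (SD, n = 18) and 5.59 ± 0.63 (SD, n = 17), with a strain difference of -0.33 (standard error 0.15, adjusted p = 0.205). Among all calls, 107 of the 1267 region probes also differed by strain, a larger share than the 613 of all 10408 tested probes. At either share few of the top probes named above would pass for strain, so their lack of calls says little. Wfs1, a protein of the endoplasmic reticulum, was among the 107, higher in amygdala and, by 1.03 (standard error 0.22, adjusted p = 0.0010), in A/J.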

Genetic variation is thought to be a major regulator of gene expression [16,18,39]; however, the differential expression profiles between the amygdala and hippocampus as observed in our study seem to represent natural variation driven by tissue-specific biological processes instead. 

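Markers of tissue next to the punched regions differed between the regions as well. Of 7 measured thalamus genes 6 were higher in hippocampus (6 adjusted over the list alone), such as Prkcd, a protein kinase, by 1.83 (standard error 0.20), and Tnnt1, a troponin, is another of them. Of 6 genes of meninges and fibroblasts 4 were higher in hippocampus (6 adjusted over the list alone), such as Dcn, decorin, by 1.20 (standard error 0.20). Of 11 oligodendrocyte genes 9 were higher in amygdala (9 adjusted over the list alone), such as Mobp at -0.94. camera's adjusted p, over 23 lists, was 2.6e-09, 9.9e-05 and 5.8e-09. The adjusted p with an estimated correlation was 0.0052 for thalamus, 0.0052 for meninges and 0.0141 for oligodendrocytes, which ends the call for the last.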

The Red module especially differentiates between brain region samples, without any interference from genetic background (Figure 2c-d). Previous studies investigating differences in brain regions also found that regional expression could be detected independent of strain. Whether genetic or tissue-specific effects have a stronger influence on gene expression is still under debate [40-44]. The results from our study suggest that the magnitude of the effect of strain and brain region is about the same, as module significance and eigengene values are comparable. However, since the module separating strains may not contain actual strain effects but be due to a hybridization artifact, it is likely that the effect of genetic strain differences is smaller in reality than the functional differences between tissues. 

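Region took a larger mean share of the variance of a probe than strain, with like medians. Over 10408 probes the mean share was 10.2% for region and 7.67% for strain. Over the same probes the median share was 3.09% for region, 3.16% for strain, 1.80% for their interaction and 86.3% for the residual. Region was the largest of the 3 terms for 4210 probes and strain for 4024. Region took more of the variance than all other terms together in 524 probes and strain in 297. No test was made. With arrays scaled to a common median the order turned, with region largest for 3206 probes and strain for 5856, though region still took more than all other terms together in more probes than strain (267 against 178).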

Interaction effects between strain and brain region of all 13,627 probes were also assessed (see Additional File 7). This analysis revealed only 8 genes (*Arsj*, *Baiap2l1*, *Fgf10, Myoc, Krt9, Lyd, 4930511J11Rik, Lypd1*) of which differential expression between amygdala and hippocampus was dependent on strain. Of these, *Fgf10 *and *4930511J11Rik *belonged to the Red module. These small numbers suggests that interaction effects between strain and brain region are very limited.

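Arsj, an arylsulfatase, was at least 1.93-fold higher in hippocampus than in amygdala in C57BL/6J, against the lowest level detected, and was detected in no other group. Baiap2l1 was at least 2.07-fold higher in the hippocampus of A/J, where 2 amygdala arrays detected it, and was not detected in C57BL/6J; 1 array of each A/J group lay far from the others. Fgf10, a fibroblast growth factor, was higher in hippocampus by 3.46 in A/J and 1.65 in C57BL/6J. Iyd, iodotyrosine deiodinase, which was not detected in amygdala, was at least 1.38-fold and 2.62-fold higher in hippocampus. Krt9, a keratin, had -0.99 and 0.55, and Lypd1 had -0.07 and -1.39. The fitted interaction was -1.99 for Arsj (adjusted p = 8.2e-08 by limma), 1.53 for Baiap2l1 (1.0e-04), -1.55 for Krt9 (3.2e-04), 1.81 for Fgf10 (4.4e-04), -1.18 for Iyd (4.4e-04) and 1.31 for Lypd1 (0.0018). A further probe, that of Zfhx3, a transcription factor, passed with -2.32 (0.0056) and was named after its values were seen; its call ended without 1 array for 20 of the 35 arrays, while the other 6 calls stayed without any 1 array. In total 7 of 10408 probes passed, 3 with a positive and 4 with a negative interaction. With chip as a fixed block 4 of these passed, and in the chip lots alone 1 and 0 probes passed. With array weights 169 probes passed, at an adjusted p under 0.05 there were 20, and with the number of detected probes as a covariate, a setting chosen after the data were seen, 14.

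**Figure D4:**
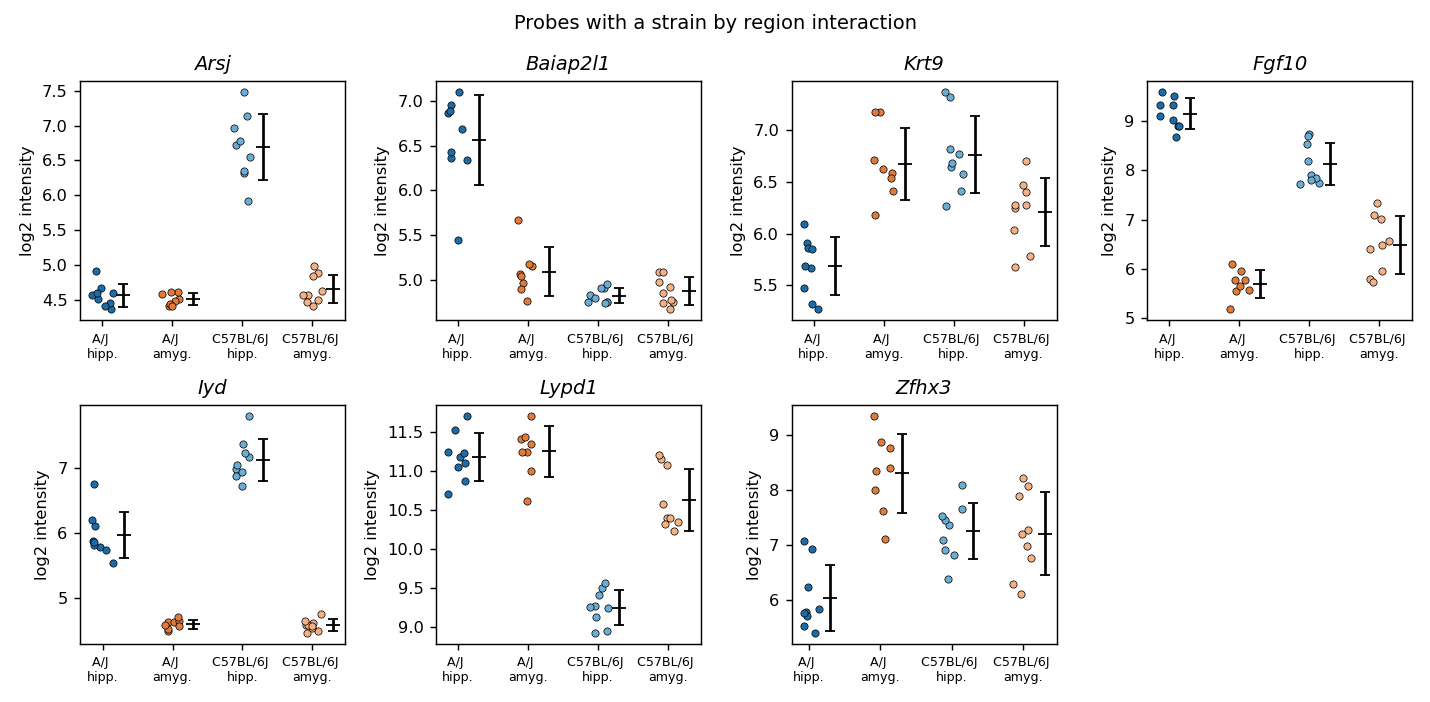
log2 intensity (vertical axis) of the 7 probes with a strain by region interaction on each array of the 4 groups (hipp., hippocampus; amyg., amygdala). Points are arrays, and the bar beside them is the mean with the SD. Arsj stands above its lowest level in C57BL/6J hippocampus, at 6.69 ± 0.47, and Baiap2l1 in A/J hippocampus, at 6.56 ± 0.50.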

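Fgf10 is a listed Red probe and was at 9.15 ± 0.31 (SD, n = 9) in A/J hippocampus, 8.13 ± 0.42 (SD, n = 9) in C57BL/6J hippocampus, 5.69 ± 0.28 (SD, n = 8) in A/J amygdala and 6.48 ± 0.58 (SD, n = 9) in C57BL/6J amygdala. The probe of 4930511J11Rik, now Tmem114, is listed in the Pink module of Additional file 2. It was higher in hippocampus by 2.41 (standard error 0.17), and its interaction of 1.64 had an adjusted p of 0.0321 from limma, above the threshold of 0.01.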

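The size of an interaction that these arrays can show is large. In data with changes added to shuffled residuals, limma called 4% of the interactions of 0.5 on the log2 scale, 22% of those of 1, 90% of those of 2 and 98% of those of 3, with 50 changed probes per size. For region the same sizes gave 30%, 88%, 100% and 100%. At an unadjusted p under 0.05 there were 798 interaction probes, against 2756 for region and 2095 for strain. Rgs9, a regulator of G protein signalling, had an interaction of -1.74 (standard error 0.39, adjusted p = 0.0424).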

The current dataset provides a comparison between two brain region tissues only and is therefore somewhat limited in its perspective. While Red and Pink modules clearly separate amygdala and hippocampus in these two strains, the functions represented in these modules may extend to other (brain) regions as well. When we compared our findings with spinal cord data from the same individuals, only two of the ten modules were preserved in spinal cord (i.e. Magenta and Turquoise). As in the amygdala and hippocampus, the Magenta module again strongly differentiated between strains in spinal cord, suggesting that the SNP artifact in the probe sequences is driving the strain-specific differences throughout different neuronal tissues. The Red and Pink module differentiating between amygdala and hippocampus, however, are not conserved in spinal cord and are therefore more likely to be amygdala or hippocampus specific.

The Magenta module is enriched for genes differentially expressed between strains independent of brain region. The module eigengene of this group of target genes was able to fully distinguish A/J and C57BL/6J samples (Figure 2a-b). 

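All 4 groups kept the order of the strains on the Magenta eigengene. It was -0.163 ± 0.0247 (SD, n = 9) in A/J hippocampus and -0.183 ± 0.0298 (SD, n = 8) in A/J amygdala, against 0.159 ± 0.0201 (SD, n = 9) and 0.167 ± 0.0208 (SD, n = 9) in C57BL/6J. Among single genes, Prdx2 has 2 Magenta probes, of which 1 holds a known SNP. The probe with the SNP was at 4.68 ± 0.12 (SD, n = 17) in A/J, where it was not detected. In C57BL/6J it was at 9.13 ± 0.16 (SD, n = 18), so that it was at least 11.8-fold lower in A/J. Within the amygdala 1 array of each strain lay far from the others for this probe. The other probe of Prdx2 was detected on all 35 arrays and had a strain difference of -1.82 (standard error 0.11).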

Closer examination revealed that a significant number of probe sequences of genes in the Magenta module contain nucleotide variants (SNPs) that differ between these two strains. The Illumina expression arrays used in this study were developed using the C57BL/6J as the reference strain with probes optimally designed for the C57BL/6J genome. If there are SNP variants between strains within a probe sequence it is expected that C57BL/6J hybridization will be more effective. This prediction coincides with the systematically lower expression levels of probes in the Magenta module in strain A/J (Figure 3). 

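Other probes of the same genes were tested for the strain difference as well. For 8 genes with a Magenta probe, 10 other probes outside the module were detected, of which 4 were lower in A/J by limma, those of Klc1, a kinesin light chain (-1.06), Srp9 (-1.01), Mrps12, a mitochondrial ribosomal protein (-0.88), and Sult2b1, a sulfotransferase (-0.50), and none was higher. Of the 10, 5 were detected on all 35 arrays, at mean levels of 6.73 or more. Among these 1 second probe of Klc1 and that of Mrps12 were lower, for Cldn10, a claudin, the Magenta probe had -1.82 and the others 0.05 and 0.15, and for Supt16 the values were -3.08 and -0.09. The other 5 were detected on 8 to 32 arrays and had mean levels of 5.12 (Srp9) to 7.49, where signals near the background narrow a difference. The highest of them is a further probe of Klc1, detected on 32 arrays, with a difference of 0.09 (standard error 0.26) against -2.72 at the Magenta probe. Whether both probes measure the same transcripts is not given in the sources used here.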

When the network is re-constructed after removing genes in the magenta module that were known to contain SNPs, the remaining magenta colored genes still fall into the same cluster. This module also still differentiates between strains. Therefore, it is possible that these probes represent real strain differences. However, resequencing of the probe sequences not containing a known SNP revealed that there are many unknown strain-specific polymorphisms in probe regions that may affect gene expression measurements between strains.

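Without the 32 probes with a known SNP, the eigengene of the remaining 44 Magenta probes still separated the strains, with r = -0.987 (permutation p = 1e-05, the smallest possible). Without the 10 sequenced polymorphic probes as well, that of the remaining 34 probes had r = -0.982 and separated them too. Every Magenta probe passed limma's threshold for strain, and the study grouped them on these same samples. An eigengene of any part of them was thus bound to follow strain, and it cannot tell a variant under the probe from a difference in abundance. Among the 33 probes with no polymorphism known are the histone gene H2afz and Csrp1.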

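Msmo1, an enzyme of cholesterol synthesis, and Uap1, an enzyme of amino sugar metabolism, are among the genes whose Magenta probe held a polymorphism found by sequencing. Their probes had strain differences of -3.07 (standard error 0.11) and -2.80 (0.12). For Srp9 the polymorphic probe was at 6.00 ± 0.40 (SD, n = 17) in A/J, where 1 amygdala array lay far above the others, and at 10.30 ± 0.20 (SD, n = 18) in C57BL/6J. What sequencing found in each probe is taken from Additional file 5.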

The issue of SNP variants in probe regions causing hybridization artifacts has been described before when short (25-mer) cDNA probes were used [45,46], and more recently for long (60-mer) oligonucleotide probes [47]. In addition, it was found that mismatches do affect hybridization intensity, depending on the position of the SNP. By studying the enrichment of modules with regard to SNP-containing probes, our module-based analysis was able to detect this technical artifact. Further, we found that significantly increased numbers of SNP variants at the probe regions were also observed at loci with strong *cis*-effects in an *e*QTL analysis of the WTCCC heterogeneous stock database.

A standard gene-based analysis could have easily missed this systematic bias. Co-expression modules may represent technical artifacts, tissue contaminations, or other biologically uninteresting perturbations. This is why functional enrichment analyses, module preservation studies across array platforms, and other forms of validation are required to verify that co-expression modules are indeed biologically meaningful. In our data, we found that a functional enrichment analysis for known gene ontologies did not find any significant findings for the Magenta module (which arose due to hybridization artifacts). We conclude that careful analysis of probe regions is warranted in an expression array study, especially when only a limited number of (parental) inbred strains are involved. We expect that our findings also apply to transgenic mouse models in which part of the genomic sequence may still be from a different genetic background.

The hybridization artifact is not present in the modules found to be significantly enriched with genes differentially expressed between the amygdala and hippocampus samples in both strains, i.e. the Red and Pink modules (Figures 2, 3, Additional File 2). 

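Few Red or Pink probes differed between the strains. By limma 4 Red probes were higher in A/J and 2 lower, and 1 Pink probe was higher and 1 lower, while every listed Red probe differed between the regions. Of all 10408 tested probes 613 differed between the strains. The study grouped the Red and Pink probes by shared profile on these same samples and chose the modules for following region. Probes with a large strain difference would tend to be grouped elsewhere, so these counts are not independent evidence. The median size of the strain difference was 0.13 in the Red and 0.15 in the Pink module. Pcdh20, a protocadherin whose Red probe holds a known SNP, was higher in hippocampus by 2.03 (standard error 0.14, adjusted p = 8.0e-14) with a strain difference of -0.36.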

Available databases were used to validate our brain region specific results in silico (Allen Brain Atlas; http://www.brain-map.org/). In both modules, only ~10% of the probes disagreed in expression direction of amygdala and hippocampus, thereby largely validating current brain-region specific findings. Previous studies also found some expression differences between these structures, although they are more similar to each other than most brain regions [41,42]. Functional examination of the genes represented in these two modules was performed using Ingenuity (Ingenuity^® ^Systems, http://www.ingenuity.com). This analysis revealed that the Pink module did not contain any known pathways. 

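The regions overlapped on the Pink eigengene and not on the Red one. The Pink eigengene ranged from -0.0708 to 0.322 in the 18 hippocampus samples and from -0.271 to 0.00609 in the 17 amygdala samples, and the Red one from 0.128 to 0.198 and from -0.203 to -0.0904.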

The module eigengene of this network of co-expressed genes was also shown to be less discriminative between samples from the different brain areas than the Red module. However, the Red module was shown to be enriched with the categories of Neurological Disease, Genetic Disorder and Psychological Disorder, as well as Behavior and Nervous System Processes.

A major advantage of WGCNA is that its module detection does not make use not make use of any prior gene ontology information. This allows the expression data to speak for themselves without biasing the analysis. But gene ontology information is very valuable for determining what is known about the modules. While some modules may be highly enriched with genes of a given gene ontology there is no perfect agreement between gene ontology information and module membership. As we show, modules may arise due to non-biological variation. But biologically important modules must not always be enriched with known gene ontologies [8]. While the Ingenuity database is very extensive, GO analyses remain limited by incomplete gene ontology annotation. Module membership and network connectivity may point to a relationship between genes and pathways that was hitherto unknown. Figure 5 indicates genes that are known to fall within these categories, as well as genes that are found to be in the same module based on co-expression profiles but have not been implicated in these pathways before. Therefore, this network approach may provide insights into new candidates in already known processes.

The connectivity of the genes in this module is an indication of their interactivity with other genes in the same module. As can be seen in the graphical representation of the network of the Red module (Figure 5), several genes in enriched pathways are highly connected, while others are less related to other genes. For example *Tacr1 (tachykinin receptor 1) *is a centrally located hub gene in the Red module and appears in all the above-mentioned categories determined by Ingenuity to be significantly enriched. This gene is more highly expressed in the amygdala compared to the hippocampus in our dataset. This receptor for the substance P is located in the central nucleus of the amygdala. 

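Tacr1 ranked first of the listed Red probes by intramodular connectivity, ahead of Smoc2, Isl1, Olfml2b and Vat1l. At the correlation threshold of Fig. 5 its profile was joined to 46 other Red probes, that of Smoc2 to 54 and that of Isl1 to 51. Wfs1 and Gad1 had 0 such partners. The connectivity is a sum over the probes of the module and carries no test.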

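Tacr1 was at 7.10 ± 0.17 (SD, n = 17) in amygdala and 4.78 ± 0.15 (SD, n = 18) in hippocampus, where it was not detected. It was at least 2.7-fold higher in amygdala against the lowest level detected, with a fitted log2 difference of -2.32 (standard error 0.07, adjusted p = 3.0e-24 by limma). Every amygdala array was above every hippocampus array.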

Substance P is a neuropeptide related to pain and it has also been implicated in a wide range of behaviors including learning and memory [48], motivational processes, and anxiety [49]. Other genes in the Red module are also of added value since they may complement and/or interconnect our knowledge of pathways without having a known, large effect on neuropsychiatric traits directly. For example, we observed an enrichment of genes involved in transcriptional processes that distinguished between the amygdala and hippocampus; these genes included *Isl1*, *Fhl2*, *Tnfrsf25 *and *Zcchc12*.

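Isl1 and Zcchc12 were higher in amygdala and Fhl2 and Tnfrsf25 higher in hippocampus. Isl1 was at 8.58 ± 0.28 (SD, n = 17) in amygdala and not detected in hippocampus, at least 7.5-fold higher in amygdala. Zcchc12 had a log2 difference of -1.95 (standard error 0.11, adjusted p = 1.6e-16). Fhl2, a LIM domain cofactor, was higher in hippocampus by 1.17 (standard error 0.11, adjusted p = 1.0e-10) and Tnfrsf25, a death receptor, by 1.82 (standard error 0.12, adjusted p = 8.9e-15), with 1 C57BL/6J hippocampus array far below the others. All 4 passed limma's threshold (4 adjusted over the list alone); the study chose them on these samples, so their directions are not independent evidence.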

Other examples in the Red module support previous findings from the literature. For example, genes involved in the canonical pathway 'GABA-ergic signaling' (*Slc32a1*, *Gabrg1 *and *Gad1*) are closely correlated in the Red module, with increased expression levels in the amygdala. In addition, genes in the subcategory 'neurogenesis of nervous system development' (*Nrn1*, *Cpne6*, *Dlx6*, *Enc1*, *Fgf13*, *Isl1*, *Nelf*, *Neurod2*, *Olfm1*, *Sema3a*, *Sema3f*, *Sema5a*, *Tgfb2*, *Wfs1*) were also found in the same module. 

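The genes of GABA signalling were higher in amygdala. Slc32a1, the vesicular GABA transporter, was at 12.97 ± 0.43 (SD, n = 17) in amygdala and 11.15 ± 0.32 (SD, n = 18) in hippocampus, a log2 difference of -1.83 (standard error 0.13, adjusted p = 7.5e-14). Gad1, which makes GABA, was at 12.09 ± 0.48 (SD, n = 17) and 11.10 ± 0.37 (SD, n = 18), with an adjusted p of 3.2e-07. Gabrg1, a GABA receptor subunit, was detected on 16 of 17 amygdala and 0 of 18 hippocampus arrays, at least 2.24-fold higher in amygdala. Of other genes of GABAergic neurons, Dlx2 (-0.57) and Sst (-1.04) were higher in amygdala, while Pvalb (-0.08) and Npy (-0.02) did not pass the test. The test was limma's. Isl1 and Dlx6 are counted both as GABAergic and as neurogenesis genes.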

Adult neurogenesis takes place predominantly in the hippocampus (and olfactory bulb) [50] and most of these genes (except for *Dlx6*, *Hap1*, *Isl1 *and *Wfs1*) indeed showed an increased expression in the hippocampus [51].

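Of the 15 genes of neurogenesis that the paper names, 9 were higher in hippocampus and 6 in amygdala by limma (9 and 6 adjusted over the list alone); the study chose them on these samples. Neurod2, a transcription factor of neurons, was higher in hippocampus by 4.04 (standard error 0.32), Nrn1 by 2.98 (0.16), Nsmf (Nelf in the paper) by 1.89 (0.10), Tgfb2 by 1.80 (0.14), Sema5a by 1.74 (0.18), Olfm1 by 1.65 (0.21), Cpne6 by 1.59 (0.12), and Enc1 and Fgf13 by 1.06 each. Isl1, which was not detected in hippocampus, Sema3a (-2.60), Wfs1 (-2.37), Dlx6 (-2.28), Sema3f (-2.12) and Hap1 (-1.50) were higher in amygdala; for Sema3a 1 A/J amygdala array lay far above the others. The list's camera test had an adjusted p of 0.143.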

## Conclusions

We report very distinct patterns of gene expression between brain regions independent of genetic variation due to differences between mouse inbred strains. Differential gene expression patterns associated with strain origin were highly enriched with SNP variation within the probe regions. In our study design we found that tissue-specificity is at least as important for variation in gene expression as genetic variation. Functional enrichment studies of modules related to the mouse brain regions implicate known human neurological disease pathways, which suggests that effective mouse models can be developed for human disease.

## Methods

### Animals

For this experiment, male C57BL/6J and A/J mice were used. Initial breeding pairs for these strains were obtained from the Jackson Laboratory and bred in the Rudolf Magnus Institute of Neuroscience animal facility at the UMC Utrecht. All experimental procedures were approved by the ethical committee for animal experimentation of the University Medical Center Utrecht, The Netherlands. All mice used for the experiment were bred under standard conditions (21 ± 1.0°C and 50% humidity) in Macrolon cages (type II-extended, type number: 1284 L.) maintained in a 12-hr light/12-hr dark cycle. Four weeks after birth, mice were weaned and socially housed (2-4 same sex littermates per cage) with ad libitum access to food and water. Mice were sacrificed at 3-4 months of age and their brains were quickly removed, frozen in liquid nitrogen and stored at -80°C. After dissection of selected brain areas we had 17 amygdala samples (8 A/J and 9 C57BL/6J) and 18 hippocampus samples (9 A/J and 9 C57BL/6J).

### Dissection procedure

Brain samples were thawed from -80°C storage to -8°C in cryostat. Coronal sections of 300 μm thickness were taken. Frozen sections were laid down on a cooled steel plate, covered with parafilm and immediately covered with RNAlater^® ^(Ambion, #AM7024). Selected brain regions were punched out using a stainless steel punch needle (1 mm in diameter) filled with RNAlater connected to a syringe. The amygdala were captured in 5 sections starting at -0.58 mm Bregma with one punch taken bilaterally for a total of 10 punches. Hippocampal tissue was taken in 6 sections starting at -2.06 mm Bregma with two punches taken bilaterally in the first three sections, and three in the last three, for a total of 15 punches. Tissue from the left hippocampus was used in the current study.

### RNA isolation

RNAlater was pipetted off the samples. Punches were homogenized using disposable pestels (Fisher Scientific Pellet Stamp, #749521-1500). Phase separation was achieved using 750 μl TRIzol reagent (Invitrogen, #15596-018) and 200 μl chloroform (Merck #8.222.65.1000), after which samples were precipitated in 500 μl isopropanol (Merck #1.0934.2500). DNAse treatment (Qiagen Rnase-Free Dnase Set, #79254) was applied using the manufacturer's protocol, followed by an RNA clean-up procedure (Qiagen RNeasy MinElute columns, #74204). Samples were stored at -80°C. Total RNA concentration was checked using the Nanodrop ND-1000 and RNA quality was checked using Bioanalyzer RNA chips (Agilent Technologies RNA Nano kit, #5067-1511).

### Microarrays

Genome-wide RNA expression profiling was obtained with the Illumina MouseRef-8 V1.1 arrays using Illumina's standard protocol. In short, RNA samples were prepared with the Illumina TotalPrep kit amplification and labeling protocol (Ambion, #IL1791). Amplified and biotinylated cRNA was measured with a ribogreen assay (Invitrogen Quant-it™ Ribogreen, #R11490), and 750 ng of labeled cRNA was then used for array hybridization. Individual mouse samples were hybridized to separate arrays. BeadChips were scanned using an Illumina BeadArray reader. Data is made available at Gene Expression Omnibus (GSE17955; http://www.ncbi.nlm.nih.gov/geo/).

### Statistical analysis

BeadStudio^© ^software version 3.2.3 was used to extract raw data and generate background-corrected gene-expression data. Background correction was performed by subtracting the average value of negative control beads present on the array. To demonstrate that our findings are not dependent on the background correction method, we repeated the analysis with non-background corrected gene expression data. 

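The region and strain differences were found as well when the normexp correction was left out, the setting called no background correction here. There 1294 probes differed between the regions, 617 between the strains and 8 by their interaction. The eigengenes had r = -0.990 with strain for Magenta, 0.990 with region for Red and 0.809 for Pink (permutation p = 1e-05 for each, the smallest possible). The network held 2895 probes in place of 2841 and 1 branch held 58 of its 62 Magenta probes and another 136 of its 152 Red probes. A single value of 56.4 was added to all signals before the log2 scale in this setting, since BeadStudio's subtraction had already been made in the signals used here. The paper's own check used data without background correction, so this setting does not repeat it.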

Our conclusions remain unchanged: we find highly similar grouping of the genes and relationships to the phenotypes. Further pre-processing was done using the Lumi package for R [30]. A variance stabilizing transformation was applied to preserve much of the gene-expression variance. Data were normalized using the robust spline normalization method [52]. Chip quality and outlier detection was performed by assessing quality statistics and plots (hierarchical clustering, box plots, density distribution plots, pair-wise correlations) before and after transformation and normalization. Modules of co-expressed genes were identified using weighted gene co-expression network analysis (WGCNA) developed by Zhang and Horvath, implemented in a freely available R packge [26,29]. First, a correlation matrix for these genes was constructed. This matrix was then raised to a power (beta = 8 in this study) to achieve an adjacency matrix holding connection strengths. Connectivity is defined as the sum of connection strengths with the other network genes. A topological overlap measure is calculated based on the number of shared neighbors. A dendrogram is produced by hierarchical clustering of 1 minus the topological overlap; branches of the tree are cut using a dynamic tree cut algorithm to define modules [34]. The module eigengene is the first principal component of a module and can therefore be thought of as an average gene expression value for all genes in a module per sample. Module significance for either a continuous or dichotomous outcome is determined assessing eigengene module significance. The importance of individual genes could be assessed by looking at both gene significance and connectivity measures in the whole network and within modules.

### Polymorphic SNPs in genes and probes

Analyses assessing polymorphisms between mouse inbred strains were performed *in silico*. Gene start and end positions were obtained by entering Illumina identifiers in Biomart http://www.biomart.org, which uses ENSMBL data. To include possible regulatory regions, a margin of 10 kb before and after each gene was used. This region was then entered in the Mouse Phenome Database (NCBI 37, http://phenome.jax.org/pub-cgi/phenome/mpdcgi?rtn=docs/home), comparing SNPs between A/J and C57BL/6J. Total SNPs were counted and the number of synonymous and non-synonymous coding SNPs was recorded. In addition, Illumina 50-mer probe sequences were blasted (NCBI megaBLAST, http://blast.ncbi.nlm.nih.gov/Blast.cgi) against the FASTA sequences, including the flanking sequences (obtained via NCBI SNP 37.1, http://www.ncbi.nlm.nih.gov/sites/entrez, of SNPs in exons or UTR regions. The significance of the differences between SNP counts was tested using a Fisher's exact test for count data with a threshold of *p *< 0.05. Cis effects were checked in the eQTL database generated with the heterogeneous stock of the Welcome Trust Case Control Consortium http://gscan.well.ox.ac.uk/. The significance of the differences between counts was tested using a Fisher's exact test for count data with a threshold of *p *< 0.05. In addition, sequencing of probe sequences not containing a known SNP was performed. Primers were designed in NCBI's Primer BLAST http://www.ncbi.nlm.nih.gov/tools/primer-blast/ to generate a PCR product. Sequencing was performed according to standard protocols on an ABI 3730 (Applied Biosystems) sequencer. A list of probes and primers can be found in Additional File 5.

### Gene ontology analysis

Ontological enrichment for functional categories was studied using Ingenuity Pathways Analysis (Ingenuity^® ^Systems, http://www.ingenuity.com). We obtained a bar plot of functional categories with at least one module enriched at the *p *< 10e-04 level.

## Abbreviations

SNP: Single Nucleotide Polymorphism; CNV: Copy Number Variation; GABA: γ-Aminobutyric acid; WGCNA: Weighted Gene Coexpression Analysis.

## Authors' contributions

SDJ carried out dissections and molecular genetic studies, performed statistical analyses and sequence alignment, interpreted results and drafted manuscript. TFF provided statistical assistance carried out gene ontology analyses. EJ and ES provided technical assistance. SH provided oversight over statistical and gene ontology analyses. MJHK and RAO conceived of the study and participated in its design and coordination. All authors participated in completion of the manuscript.

## Supplementary Material

Additional file 1 **Eigengene significance for mouse strain and brain region**. The module eigengene is a single representative expression profile for each sample, based on the first principal component of that module. The first bar plot shows that the Magenta module eigengene is significantly correlated with strain. This indicates that this module is significantly enriched for genes differentially expressed between A/J and C57BL/6J. The second barplot shows that the Red and Pink module eigengenes are significantly correlated with brain region. This indicates that these modules are significantly enriched for genes differentially expressed between amygdala and hippocampus. Click here for file

Additional file 2 **Content of the Magenta, Pink, and Red modules**. Tables contain probes in Magenta (table 1), Pink (table 2) and Red (table 3) modules. Illumina probe ID, Gene Symbol, Chromosome and expression differences AJ versus C57BL6/J and hippocampus versus amygdala are given. Asterisks in the Probe ID column denote probes containing a known SNP between A/J and C57BL/6J. The last column denotes the cis-regulated genes according to the WTCCC Heterogeneous stock database http://gscan.well.ox.ac.uk/, with and without known SNPs between included strains. Expression data is transformed (variance stabilizing method) and normalized (robust spline) yielding values comparable to LOG2 values. Click here for file

Additional file 3 **Magenta, Pink and Red module membership for all genes**. Table contains the correlation between the eigengenes (i.e. 'module membership') for the Red, Pink and Magenta modules with expression values for all 13,627 detected genes on Illumina array. Click here for file

Additional file 4 **Network reconstruction on subsets of samples**. Networks constructed per strain or per brain region identify distinct modules of co-expressed genes. Dendrograms were produced by average linkage hierarchical clustering of genes using the topological overlap measure. Modules of co-expressed genes were assigned colors corresponding to the branches indicated by the horizontal bar beneath each dendrogram. The color code of the previous module definition (using all samples of both strains) was used to assess preservation. The Red and Pink module are preserved in networks constructed on just A/J (n = 17) or just C57BL/6J samples (n = 18). The Magenta module is found in the networks constructed on just amygdalar (n = 17) or just hippocampus samples (n = 18). Click here for file

Additional file 5 **Additional polymorphisms in probe sequences**. Sequencing was performed for the probes not containing a known SNP. Probes in the Magenta module showing the highest differential expression between C57BL/6J and A/J were selected. The first and second columns contain the Illumina probe ID and gene symbol of the corresponding target gene. The third column shows the probe sequence for these probes. The forward and reverse primers used are shown in column 4 and 5. The last column indicates whether a SNP (or indel) was found in the probe sequence, which is also indicated in the probe sequence. Click here for file

Additional file 6 **Ingenuity Pathway Analysis for the modules of interest**. Ingenuity pathway results for genes in the Red (table 1), Pink (table 2) and Magenta (table 3) modules. Click here for file

Additional file 7 Strain * brain tissue interaction effects. A linear model analysis was performed to assess possible interaction effects of brain tissue * strain for all 13627 probes. For this, the R package Limma was used, constructing a linear model with interaction term. Significance was assessed using FDR correction. After this correction, 6 genes showed significant interaction (adjusted *p*-value < 0.01). The first three columns of the table contain the Illumina Probe ID, Gene Symbol and chromosome. Column four indicates the module in which the probe was grouped using WGCNA analysis. Linear model statistics are given in column five and six. Click here for file

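Of the 8 probes of the table, 6 passed an adjusted p under 0.01 here, those of Arsj, Baiap2l1, Krt9, Fgf10, Iyd and Lypd1, over 10408 tested probes. That of 4930511J11Rik did not pass, and that of Myoc was not tested, since it was detected on fewer arrays than the filter asks. The linear model with interaction term asks whether the difference between hippocampus and amygdala is of another size in A/J than in C57BL/6J.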

## References

[B1] SotiriouCPusztaiLGene-expression signatures in breast cancerN Engl J Med2009360879080010.1056/NEJMra080128919228622

[B2] ZhuJZhangBSchadtEEA systems biology approach to drug discoveryAdv Genet200860603635full_text1835833410.1016/S0065-2660(07)00421-X

[B3] SequeiraAKlempanTCanettiLffrench-MullenJBenkelfatCRouleauGATureckiGPatterns of gene expression in the limbic system of suicides with and without major depressionMol Psychiatry200712764065510.1038/sj.mp.400196917353912

[B4] BourinMPetit-DemouliereBDhonnchadhaBNHascoetMAnimal models of anxiety in miceFundam Clin Pharmacol20072156757410.1111/j.1472-8206.2007.00526.x18034657

[B5] El YacoubiMVaugeoisJMGenetic rodent models of depressionCurr Opin Pharmacol2007713710.1016/j.coph.2006.11.00217169613

[B6] KandelERSchwartzJHJessellTMPrinciples of Neural Science20004McGraw-Hill Companies

[B7] WestMJStereological studies of the hippocampus: a comparison of the hippocampal subdivisions of diverse species including hedgehogs, laboratory rodents, wild mice and menProg Brain Res1990831336full_text220309510.1016/s0079-6123(08)61238-8

[B8] OldhamMCHorvathSGeschwindDHConservation and evolution of gene coexpression networks in human and chimpanzee brainsProc Natl Acad Sci USA200610347179731797810.1073/pnas.060593810317101986PMC1693857

[B9] StrandADAragakiAKBaquetZCHodgesACunninghamPHolmansPJonesKRJonesLKooperbergCOlsonJMConservation of regional gene expression in mouse and human brainPLoS Genet200734e5910.1371/journal.pgen.003005917447843PMC1853119

[B10] WittenbergGMTsienJZAn emerging molecular and cellular framework for memory processing by the hippocampusTrends Neurosci2002251050150510.1016/S0166-2236(02)02231-212220877

[B11] DolanRJEmotion, cognition, and behaviorScience200229855961191119410.1126/science.107635812424363

[B12] KempermannGKrebsJFabelKThe contribution of failing adult hippocampal neurogenesis to psychiatric disordersCurr Opin Psychiatry200821329029510.1097/YCO.0b013e3282fad37518382230

[B13] KrishnamoorthyESA differential role for the hippocampus and amygdala in neuropsychiatric disordersJ Neurol Neurosurg Psychiatry200778111165116610.1136/jnnp.2006.10808417940166PMC2117583

[B14] van GaalenMMStecklerTBehavioural analysis of four mouse strains in an anxiety test batteryBehav Brain Res200011519510610.1016/S0166-4328(00)00240-010996412

[B15] FrazerKAEskinEKangHMBogueMAHindsDABeilharzEJGuptaRVMontgomeryJMorenzoniMMNilsenGBA sequence-based variation map of 8.27 million SNPs in inbred mouse strainsNature200744871571050105310.1038/nature0606717660834

[B16] GoringHHCurranJEJohnsonMPDyerTDCharlesworthJColeSAJowettJBAbrahamLJRainwaterDLComuzzieAGDiscovery of expression QTLs using large-scale transcriptional profiling in human lymphocytesNat Genet200739101208121610.1038/ng211917873875

[B17] StrangerBENicaACForrestMSDimasABirdCPBeazleyCIngleCEDunningMFlicekPKollerDPopulation genomics of human gene expressionNat Genet200739101217122410.1038/ng214217873874PMC2683249

[B18] StrangerBEForrestMSDunningMIngleCEBeazleyCThorneNRedonRBirdCPde GrassiALeeCRelative impact of nucleotide and copy number variation on gene expression phenotypesScience2007315581384885310.1126/science.113667817289997PMC2665772

[B19] OleksiakMFChurchillGACrawfordDLVariation in gene expression within and among natural populationsNat Genet200232226126610.1038/ng98312219088

[B20] StoreyJDMadeoyJStroutJLWurfelMRonaldJAkeyJMGene-expression variation within and among human populationsAm J Hum Genet200780350250910.1086/51201717273971PMC1821107

[B21] SpielmanRSBastoneLABurdickJTMorleyMEwensWJCheungVGCommon genetic variants account for differences in gene expression among ethnic groupsNat Genet200739222623110.1038/ng195517206142PMC3005333

[B22] MoySSNadlerJJYoungNBPerezAHollowayLPBarbaroRPBarbaroJRWilsonLMThreadgillDWLauderJMMouse behavioral tasks relevant to autism: phenotypes of 10 inbred strainsBehav Brain Res2007176142010.1016/j.bbr.2006.07.03016971002PMC1857288

[B23] KasMJde Mooij-van MalsenJGde KromMvan GassenKLvan LithHAOlivierBOppelaarHHendriksJde WitMGroot KoerkampMJHigh-resolution genetic mapping of mammalian motor activity levels in miceGenes Brain Behav200981132210.1111/j.1601-183X.2008.00435.x18721260

[B24] van GassenKLHesselEVRamakersGMNotenboomRGWolterink-DonselaarIGBrakkeeJHGodschalkTCQiaoXSpruijtBMvan NieuwenhuizenOCharacterization of febrile seizures and febrile seizure susceptibility in mouse inbred strainsGenes Brain Behav20087557858610.1111/j.1601-183X.2008.00393.x18363854

[B25] GhazalpourADossSZhangBWangSPlaisierCCastellanosRBrozellASchadtEEDrakeTALusisAJIntegrating genetic and network analysis to characterize genes related to mouse weightPLoS Genet200628e13010.1371/journal.pgen.002013016934000PMC1550283

[B26] LangfelderPHorvathSWGCNA: an R package for weighted correlation network analysisBMC Bioinformatics2008955910.1186/1471-2105-9-55919114008PMC2631488

[B27] ShiehGSChenCMYuCYHuangJWangWFLoYCInferring transcriptional compensation interactions in yeast via stepwise structure equation modelingBMC Bioinformatics2008913410.1186/1471-2105-9-13418312694PMC2323972

[B28] StuartJMSegalEKollerDKimSKA gene-coexpression network for global discovery of conserved genetic modulesScience2003302564324925510.1126/science.108744712934013

[B29] ZhangBHorvathSA general framework for weighted gene co-expression network analysisStat Appl Genet Mol Biol20054Article 1710.2202/1544-6115.112816646834

[B30] DuPKibbeWALinSMlumi: a pipeline for processing Illumina microarrayBioinformatics200824131547154810.1093/bioinformatics/btn22418467348

[B31] LiAHorvathSNetwork neighborhood analysis with the multi-node topological overlap measureBioinformatics200723222223110.1093/bioinformatics/btl58117110366

[B32] RavaszESomeraALMongruDAOltvaiZNBarabasiALHierarchical organization of modularity in metabolic networksScience200229755861551155510.1126/science.107337412202830

[B33] YipAMHorvathSGene network interconnectedness and the generalized topological overlap measureBMC Bioinformatics200782210.1186/1471-2105-8-2217250769PMC1797055

[B34] LangfelderPZhangBHorvathSDefining clusters from a hierarchical cluster tree: the Dynamic Tree Cut package for RBioinformatics200824571972010.1093/bioinformatics/btm56318024473

[B35] HorvathSZhangBCarlsonMLuKVZhuSFelcianoRMLauranceMFZhaoWQiSChenZAnalysis of oncogenic signaling networks in glioblastoma identifies ASPM as a molecular targetProc Natl Acad Sci USA200610346174021740710.1073/pnas.060839610317090670PMC1635024

[B36] ValdarWFlintJMottRSimulating the collaborative cross: power of quantitative trait loci detection and mapping resolution in large sets of recombinant inbred strains of miceGenetics200617231783179710.1534/genetics.104.03931316361245PMC1456308

[B37] ZirlingerMSelection and validation of microarray candidate genes from subregions and subnuclei of the brainMethods200331429030010.1016/S1046-2023(03)00158-014597313

[B38] ZirlingerMKreimanGAndersonDJAmygdala-enriched genes identified by microarray technology are restricted to specific amygdaloid subnucleiProc Natl Acad Sci USA20019895270527510.1073/pnas.09109469811320257PMC33199

[B39] StrangerBEForrestMSClarkAGMinichielloMJDeutschSLyleRHuntSKahlBAntonarakisSETavareSGenome-wide associations of gene expression variation in humansPLoS Genet200516e7810.1371/journal.pgen.001007816362079PMC1315281

[B40] FernandesCPaya-CanoJLSluyterFD'SouzaUPlominRSchalkwykLCHippocampal gene expression profiling across eight mouse inbred strains: towards understanding the molecular basis for behaviourEur J Neurosci20041992576258210.1111/j.0953-816X.2004.03358.x15128411

[B41] NadlerJJZouFHuangHMoySSLauderJCrawleyJNThreadgillDWWrightFAMagnusonTRLarge-scale gene expression differences across brain regions and inbred strains correlate with a behavioral phenotypeGenetics200617431229123610.1534/genetics.106.06148116980393PMC1667050

[B42] SandbergRYasudaRPankratzDGCarterTADel RioJAWodickaLMayfordMLockhartDJBarlowCRegional and strain-specific gene expression mapping in the adult mouse brainProc Natl Acad Sci USA20009720110381104310.1073/pnas.97.20.1103811005875PMC27144

[B43] ZapalaMAHovattaIEllisonJAWodickaLDel RioJATennantRTynanWBroideRSHeltonRStovekenBSAdult mouse brain gene expression patterns bear an embryologic imprintProc Natl Acad Sci USA200510229103571036210.1073/pnas.050335710216002470PMC1173363

[B44] HovattaIZapalaMABroideRSSchadtEELibigerOSchorkNJLockhartDJBarlowCDNA variation and brain region-specific expression profiles exhibit different relationships between inbred mouse strains: implications for eQTL mapping studiesGenome Biol200782R2510.1186/gb-2007-8-2-r2517324278PMC1852412

[B45] KirstMCaldoRCasatiPTanimotoGWalbotVWiseRPBucklerESGenetic diversity contribution to errors in short oligonucleotide microarray analysisPlant Biotechnol J2006454894981730972510.1111/j.1467-7652.2006.00198.x

[B46] SliwerskaEMengFSpeedTPJonesEGBunneyWEAkilHWatsonSJBurmeisterMSNPs on chips: the hidden genetic code in expression arraysBiol Psychiatry2007611131610.1016/j.biopsych.2006.01.02316690034

[B47] RennieCNoyesHAKempSJHulmeHBrassAHoyleDCStrong position-dependent effects of sequence mismatches on signal ratios measured using long oligonucleotide microarraysBMC Genomics2008931710.1186/1471-2164-9-31718598341PMC2475537

[B48] KertesELaszloKBertaBLenardLEffects of substance P microinjections into the globus pallidus and central nucleus of amygdala on passive avoidance learning in ratsBehav Brain Res200817;198239740310.1016/j.bbr.2008.11.02119071162

[B49] GaddCAMurtraPDe FelipeCHuntSPNeurokinin-1 receptor-expressing neurons in the amygdala modulate morphine reward and anxiety behaviors in the mouseJ Neurosci20032323827182801296798910.1523/JNEUROSCI.23-23-08271.2003PMC6740689

[B50] MingGLSongHAdult neurogenesis in the mammalian central nervous systemAnnu Rev Neurosci20052822325010.1146/annurev.neuro.28.051804.10145916022595

[B51] EmilssonVThorleifssonGZhangBLeonardsonASZinkFZhuJCarlsonSHelgasonAWaltersGBGunnarsdottirSGenetics of gene expression and its effect on diseaseNature2008452718642342810.1038/nature0675818344981

[B52] LinSMDuPHuberWKibbeWAModel-based variance-stabilizing transformation for Illumina microarray dataNucleic Acids Res2008362e1110.1093/nar/gkm107518178591PMC2241869

# Supplementary material for: Gene expression profiling in C57BL/6J and A/J mouse inbred strains reveals gene networks specific for brain regions independent of genetic background
**Source:** BMC Genomics. 2010 Jan 11;11:20. doi: 10.1186/1471-2164-11-20

AJ

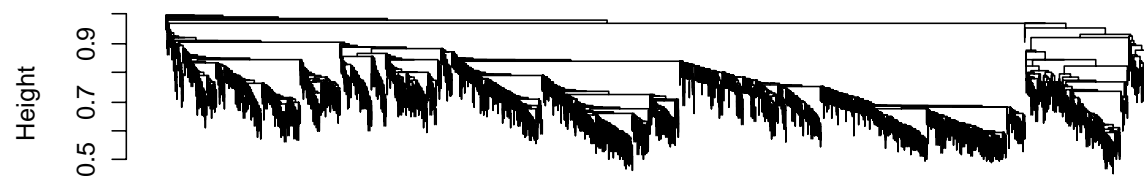

Colored by All Samples

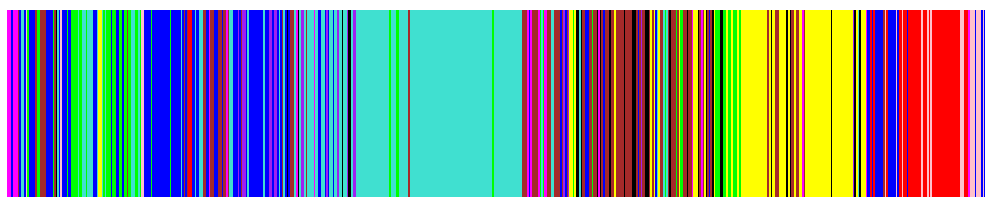

B6

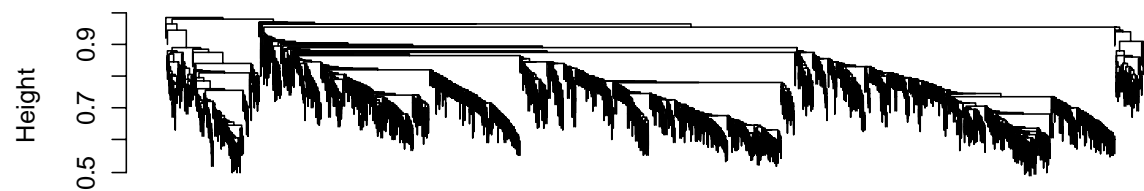

Colored by All Samples

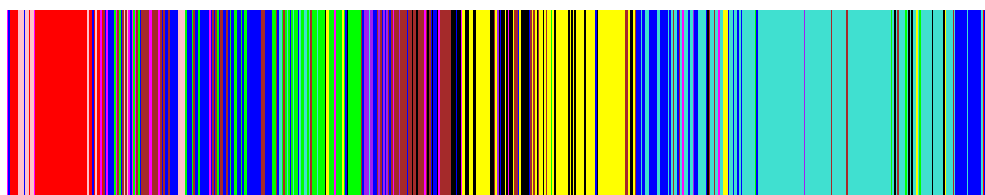

Amygdala

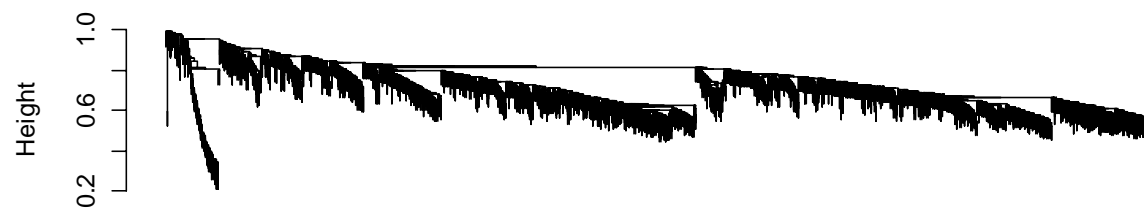

Colored by All Samples

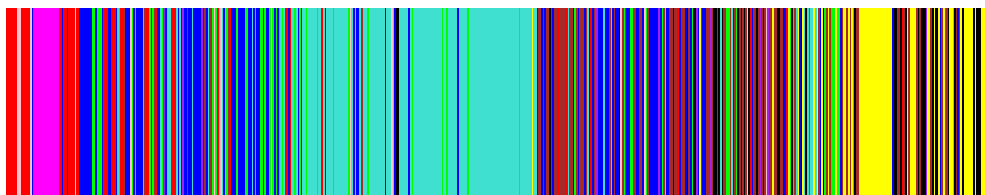

Hippocampus

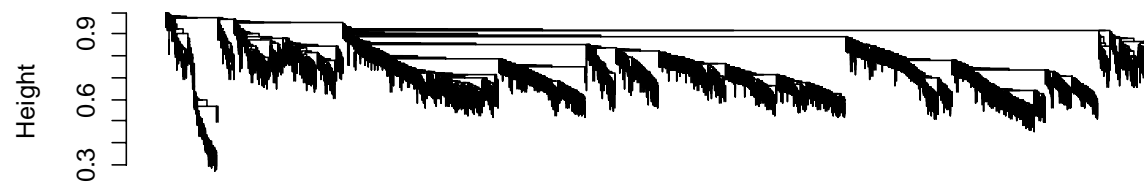

Colored by All Samples

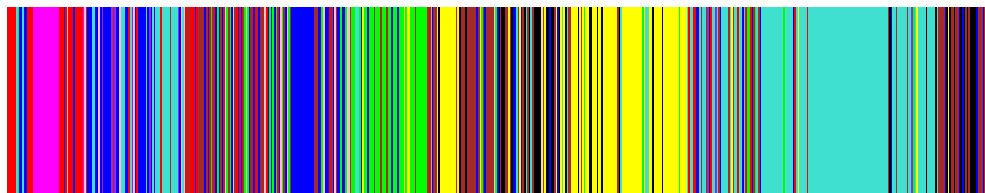

**Supplement:** Additional file 4 — Network reconstruction on subsets of samples. Networks constructed per strain or per brain region identify distinct modules of co-expressed genes. Dendrograms were produced by average linkage hierarchical clustering of genes using the topological overlap measure. Modules of co-expressed genes were assigned colors corresponding to the branches indicated by the horizontal bar beneath each dendrogram. The color code of the previous module definition (using all samples of both strains) was used to assess preservation. The Red and Pink module are preserved in networks constructed on just A/J (n = 17) or just C57BL/6J samples (n = 18). The Magenta module is found in the networks constructed on just amygdalar (n = 17) or just hippocampus samples (n = 18).

How the deposited data were processed for this re-analysis (not part of the article)

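Gene expression was measured in punches of the hippocampus and the amygdala of male A/J and C57BL/6J mice on Illumina MouseRef-8 arrays. There were 9 A/J hippocampus, 8 A/J amygdala, 9 C57BL/6J hippocampus and 9 C57BL/6J amygdala arrays, 35 in all, on 11 chips of 2 lots (21 and 14 arrays). A lot here is the set of chips whose IDs share their first digits, since the labels name no lot. No array was left out of the main comparisons. No 2 arrays held identical values, and no column of values per sample was left unused. The labels do not say which hippocampus and amygdala samples came from the same animal, so no test is paired.

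The table of signals gives 24620 probes, each with a signal and a detection score per array. By the paper's methods the authors extracted these signals with BeadStudio and subtracted the mean of the negative control beads of each array. The signals are linear intensities without normalization between arrays, from -55.4 to 37793.8, and 31.0% of them are at or below 0. The detection score is 1 minus the detection p-value. Both are written with decimal commas, and a score of 1 is written as 100,000, which was read as 1 (288030 of 861700 scores). A second table holds the authors' processed values for 24613 probes; the 7 probes without a probe name are not in it. According to the paper, these log2 values were made by the authors with Lumi, by a variance-stabilizing transformation and a robust spline normalization, before they were deposited. They run from 7.40 to 14.66 with medians of 7.64 to 7.65 per array. The ranks of each of the 35 columns followed those of the signals of its own array (rank correlation 1), and among bright signals the values rose by 0.841 per unit of log2 signal. Which background setting of the paper they had is not given in the sources used here.

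The main log2 values were computed here from the deposited background-subtracted signals with neqc of limma. This applies a normexp correction from the detection p-values, adds an offset of 16, quantile normalizes the arrays and takes log2. Depth on an array is the number of probes with a detection p under 0.01, which was 6099 to 11039 per array. Probes detected on at least 8 arrays, the size of the smallest group, were tested (10408). Signals under the background of the negative control beads set the lower limit: where a named probe was undetected in a whole group, its region or strain difference is given as a lower bound against the lowest level detected, also where at most 3 arrays of the lower group detected it and its mean was under that level. Interactions and medians hold fitted values. Fitted differences are also given for Homer3, Ecel1, Drd1, Rxrg, Tnfrsf25 and Sema3a by region, and Ndufb10, Supt16, Rpl29 and Iyd by strain, whose lower group had a mean under that level though 5 or more of its arrays detected them, so these sizes hold values near the background. The precision of a group mean follows from 8 or 9 arrays, and standard errors are given with the differences.

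Of all probes, 20984 have 1 gene symbol, 1 has several and 3635 have none. Through the gene table, 7 probes were renamed. The gene lists use 1 probe per gene, the tested probe with the highest mean.

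Region, strain and interaction were compared with limma in 1 fit of the 4 group means over 35 arrays, with moderated variances. Region is hippocampus minus amygdala and strain is A/J minus C57BL/6J, each averaged over the other factor. The interaction is the region difference in A/J minus that in C57BL/6J. Adjusted p-values are Benjamini-Hochberg values over the tested probes, with a threshold of 0.01. For 23 gene lists with 482 members in all, the members past the threshold were counted in each direction, with adjustment over all probes and over the list alone. The lists were also tested with camera at its preset correlation of 0.01, and with the correlation estimated from the data, each adjusted over the 23 lists.

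The module lists of the Magenta, Red and Pink modules, the known SNPs and the sequenced probes come from the paper's additional files. The copy of the Red list has 2 probes fewer than the paper's count, so no test of overlap was made on it. An eigengene is the first principal component of the standardized log2 values of a module's probes, with its sign set by the mean of the probes. Its correlation with strain or region was tested with 100000 permutations over 35 arrays, and exactly within 1 strain or region. Intramodular connectivity is the sum of the correlations to the power 8. The network took the 5000 tested probes of highest variance, kept those with a connectivity over 0.1 of the highest, and used topological overlap with average linkage. WGCNA and dynamicTreeCut were not used here: the tree was cut at 1 height between 0.7 and 0.99, that with the most branches of at least 50 probes, which stands in for the paper's dynamic cut.

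Genes were named by a rule. For region and for strain it takes the 10 probes with the largest difference in each direction among those past the threshold with the same sign in both levels of the other factor. For the interaction it takes the 8 probes of Additional file 7 and the 5 with the lowest p. It further takes every gene that the paper names for these data, the 15 probes of Additional file 5, and up to 4 members of each gene list. The values of Additional files 2 and 7 had been seen when the rule was written. Other named genes were hubs, levels, second probes or members of a list, and were named after their values were seen. The results of 1 gene are not reported here, and it was left out of the search for outlying arrays.

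The alternatives were no background correction, median scaling of the arrays, the authors' processed values, 3 other filters on detection, chip as a fixed or random block, chip lot as a covariate, each chip lot alone, an adjusted p under 0.05, array weights, and leaving out each array in turn. For eigengenes and networks they were the mean of the probes, values adjusted for chip, powers of 6 and 12, 4000 probes, and branches of at least 30 probes. The number of detected probes as a covariate and leaving out the 8 arrays under 7000 detected probes were added after the data were seen. The effects of all these settings are given after this summary. No background correction means that the normexp step was left out, while BeadStudio's subtraction stayed in the signals.

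The fits were tested on simulated data, with 50 changed probes per size added to shuffled residuals. Of strain changes of 0.5, 1, 2 and 3 on the log2 scale, 24%, 74%, 96% and 100% were called. The count of markers' correlations against random lists gave a percentile of 100 for planted markers and 37.66 for noise. The software was R 4.3.3 with limma 3.58.1 and data.table 1.17.8, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

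The paper's sequencing reads and its pathway analysis were not analysed here. The copy of Additional file 3 used here holds 882 lines and was not used for any value.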

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

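The tests on second probes of Magenta genes, the tests of second probes by direction of the strain call, the intervals of the interaction with marker lists as covariates, the counts over other splits of the samples, and the correction of a split for the number of detected probes were chosen after the results were seen.

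Outside the Magenta module, 537 probes differed between A/J and C57BL/6J by limma at an adjusted p under 0.01 (332 lower and 205 higher in A/J), and outside the Red and Pink modules 1001 probes differed between hippocampus and amygdala. Apart from the correlations of detected probes with the eigengenes in Additional file 3 and the probes it names for an interaction, the paper discusses these differences through its modules, which is why the calls outside them are listed here. In total 613 probes differed between the strains. Of 100 splits of the arrays into groups of the same sizes, the real one included, 1 gave as many, with at most 4 in the others. For region the real split gave 1267 and 1 of 100 splits gave as many, with at most 0 in the others, so chance can be excluded for both. The 0 is a count of limma at the adjusted threshold.

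Arrays far from the others of their group were found for 13 of 284 groups tested (4.58%). Dixon's test picks about 1 in 20 groups by chance. The gap to the nearest array, as a share of the range of the group, was 0.549 for the highest A/J amygdala array of Baiap2l1, 0.582 for that of Myoc, 0.615 for that of Prdx2, 0.607 for that of Sema3a and 0.540 for that of Srp9, and 0.532 for the lowest A/J amygdala array of Rasl10a. In A/J hippocampus it was 0.537 for the lowest array of Baiap2l1 and 0.565 for the highest of Ido1. In C57BL/6J amygdala it was 0.530 for the highest array of Homer3 and 0.550 for the lowest of Prdx2. In C57BL/6J hippocampus it was 0.567 for the highest array of H2-D1, 0.532 for the lowest of Myoc and 0.586 for the lowest of Tnfrsf25. Sema3a and Srp9 share 1 A/J amygdala array, without which 12 interaction probes passed in place of 7, and Baiap2l1, Myoc and Prdx2 share another.

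The measured log2 difference between hippocampus and amygdala was of another size in A/J than in C57BL/6J for 7 probes, tested by the interaction term of limma. The interaction was -1.99 for Arsj, 1.53 for Baiap2l1, 1.81 for Fgf10, -1.55 for Krt9, -1.18 for Iyd, 1.31 for Lypd1 and -2.32 for Zfhx3. Arsj was not detected in A/J, Baiap2l1 not in C57BL/6J and Iyd not in amygdala, so their sizes hold values near the background. For Arsj and Baiap2l1 a region difference below the background in the undetected strain would not be seen. A lower signal at the probe throughout that strain was not told apart from a region difference that depends on strain. Whether these probes hold variants between the strains was not tested. Of 100 splits, the real one included, 2 gave as many as the real 7, under the share of 0.05 set after the results were seen. The splits leave chips aside, and the highest other split gave 620. Since 1 of the 99 drawn splits had any calls, and far more than 7, this count does not exclude chance. The 620 calls in that split point to a structure of the samples. The interaction code of that split had r = -0.447 with the number of detected probes, against -0.0209 for the real code. The size of that r ranked 2 among the 99 drawn splits, of which 1 had any calls, so the split with a larger one had none, and the number of detected probes alone does not set the count. With the number of detected probes as a covariate the split with most calls gave 3. Arrays of a chip were correlated (consensus correlation 0.293), and with chip as a fixed block 4 of the 7 passed. The other 3 had sizes near those before, -2.29 for Zfhx3, 1.20 for Lypd1 and -1.01 for Iyd, and with chip as a random block all 7 passed, among 9 probes.

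Magenta probes were mostly lower in A/J, which a strain variant under the probe or a lower abundance of the transcript could give. Of 10 second probes of the same genes 4 passed in the direction of the Magenta probe, and for 8 of 10 the 95% interval lay nearer to 0 than 0.5 of the Magenta difference, which argues against a difference in abundance at every probe of those genes. Of the 10, 5 were detected on only 8 to 32 arrays, and some of these lie near the background, where a difference is narrowed; of the 5 detected on all arrays 4 had such an interval, for 3 genes, and 2 passed. Among strain calls outside the module, 11 of 82 genes with another probe had it called in the same direction (13.4%), against 39 of 142 for region (27.5%, Fisher exact p = 0.0192). For calls lower in A/J the share was 10 of 49 (20.4%, Fisher exact p = 0.448 against region) and for calls higher in A/J 1 of 33 (3.03%, p = 0.0012). By the paper the probes were designed on C57BL/6J, so a variant under the probe would lower the signal in A/J, and calls higher in A/J, where the share was lowest, are not what it would give. For calls lower in A/J it stays open, since their share did not pass the test. Second probes that measure other transcripts, and lower abundance of single genes such as Prdx2 (whose 2 Magenta probes were both lower in A/J), stay open. For Klc1 the second probes differ, with -1.06 for 1 and 0.09 (standard error 0.26) for the other.

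Markers of thalamus were higher in hippocampus samples and genes of striatal type higher in amygdala samples, as tissue from beside the punched region would give. With strain means and the number of detected probes removed, the 7 thalamus markers had a mean r of 0.553 with each other over 18 hippocampus arrays, at percentile 99.61 of 10000 random lists (median 0.0723, 95th percentile 0.356), and the 15 striatal-type genes 0.619 over 17 amygdala arrays, at percentile 100 (0.0476 and 0.132). A varying share of neighbouring tissue may therefore contribute, though Calb2 (0.0661 with the other thalamus markers) did not follow; the most abundant markers were at 10.41 (Slc17a6) and 11.95 (Pde1b). Of these lists 2 thalamus and 3 striatal-type genes stand in other lists too, 1 and 5 are Red probes, and all the striatal-type genes were listed as expressed in the central amygdala as well. Own expression in the region, and a position of the punch that varies within it, would give the same values and stay open.

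The interaction would also arise if the punches lay at another position in A/J than in C57BL/6J. With the means of 5 marker lists as covariates, 7 of the 7 probes kept their sign and at least 0.5 of their size. The position as the cause was set to leave 2 or fewer. The opposite outcome was set as at least 5 that also kept an adjusted p under 0.01. Neither was met, and marker means may follow the position only in part, so the test cannot decide. The 95% interval stayed beyond 0.5 of the size for 2 of the 7 probes, Arsj and Krt9, and reached it for 5. Both the call and at least 0.5 of the size remained for 1, Arsj, with -1.98 (adjusted p = 5.8e-04). The others changed from 1.53 (standard error 0.21) to 1.17 (0.26) for Baiap2l1, -1.55 (0.23) to -1.51 (0.30) for Krt9, 1.81 (0.28) to 1.42 (0.29) for Fgf10, -1.18 (0.18) to -0.96 (0.26) for Iyd, 1.31 (0.22) to 0.98 (0.29) for Lypd1 and -2.32 (0.42) to -1.17 (0.39) for Zfhx3. For Krt9 the call ended since the standard error rose, with a size nearly as before, for Zfhx3 since the size fell, and for the other 4 since the size fell and the standard error rose. Whether the position of the punches adds to the interaction cannot be told apart from a strain-dependent regulation: the markers follow both position and region, and the genotype was not tested apart from it. The lists of thalamus and striatal type had an interaction themselves by camera at its preset correlation, and did not pass with an estimated one. The call of Zfhx3 also ended without 1 array for 20 of 35 arrays.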

How the results depend on the processing

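The number of detected probes as a covariate and leaving out the 8 arrays under 7000 detected probes were chosen after the data were seen; all other settings here were chosen before the data were examined.

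The Magenta eigengene kept its sign and its side of the threshold under all settings run, with r from -0.993 (values adjusted for chip) to -0.948 (median scaling), and so did the Red one, with r from 0.959 (median scaling) to 0.996 (chip lot 2 alone). The Pink one did so with r from 0.802 (without 1 array or with the authors' processed values) to 0.876 (without arrays under 7000 detected probes), apart from median scaling. Its r was 0.394 there (permutation p = 0.0194), 0.439 within A/J (exact permutation p = 0.0798) and 0.404 within C57BL/6J (0.0983). Under median scaling 649 probes differed by region in place of 1267, 364 by strain in place of 613, 3 network branches were found in place of 7 and 2 second probes of Magenta genes passed in place of 4. The ratio of probes with region as the largest term to those with strain turned from 1.05 to 0.547. That scaling moved the median strain difference of the tested probes from 0.05 to 0.25; otherwise the cause was not tested.

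With probes detected on all 35 arrays, 808 (region), 291 (strain) and 1 (interaction) passed among 4820 in place of 10408 probes tested, and 0 gene lists in place of 2 passed camera for strain; fewer probes are tested by construction, and 5 lists with fewer than 3 such genes gave no value. In chip lot 1 alone 679, 315 and 1 passed, and in chip lot 2 alone 368, 241 and 0 (1136 interaction probes by limma at an unadjusted p under 0.05), with 21 and 14 arrays in place of 35. The calls had the same sign in both lots for 1267 of 1267 region, 613 of 613 strain and 7 of 7 interaction probes. Array weights gave 2125, 1754 and 169; the cause was not tested.

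The interaction count was 20 at an adjusted p under 0.05, a wider threshold by construction, 4 with chip as a fixed block, 14 with the number of detected probes as a covariate and 3 without the 8 arrays (which leaves 1 gene list for strain); the cause was not tested for chip and covariate, and fewer samples are tested without the arrays. Of the 7, 4, 7 and 3 stayed among the calls in these last 3 settings. Leaving out 1 array in turn gave 1183 to 1298 for region, 568 to 630 for strain and 6 to 12 for the interaction: 12 without 1 A/J amygdala array and 11 without 1 C57BL/6J amygdala array. Of the 7 calls 6 stayed without any 1 array; that of Zfhx3 ended without any of 6 A/J hippocampus, 5 A/J amygdala, 5 C57BL/6J hippocampus and 4 C57BL/6J amygdala arrays, with an adjusted p up to 0.0151 and sizes of 2.17 to 2.49 over all 35. Under the other settings (no background correction, the authors' processed values, at least 1 array, no filter, chip as a random block, chip lot as a covariate) the counts were 1198 to 1592, 555 to 652 and 5 to 9. The correlations of connectivity stayed past the threshold under each setting run for them, though that of Pink rose from 0.519 to 0.940 under median scaling, and the network size and the number of gene lists called for region (7 to 9) stayed within 1.5 times. With chip as a fixed block 1172 of 1267 region calls and 445 of 613 strain calls remained.

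Among the comparisons of named probes with a setting, 787 stayed on their side of the threshold, 43 lost their call (16 under median scaling, 10 without the 8 arrays, 8 with chip as a fixed block and 7 with the authors' processed values) and 3 gained one. Among those of gene lists 341 stayed, 11 lost their call and 6 gained one. No paired analysis was possible because the labels do not tie hippocampus and amygdala samples to animals. Depth limits the comparison to probes over the background of the control beads: 10408 of 24620 probes were tested, and a transcript below that level is not seen.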

Differences from the paper's values

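The number of detected probes as a covariate was chosen after the values were seen.

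The size of the correlation of the Red eigengene with region within A/J is 0.99 in the paper and 0.995 here, which lies outside the error of 0.00213 over arrays left out in turn. The paper prints 2 decimals, and the gap beyond that rounding is smaller than the error. Of the alternatives set before the data were examined, no background correction gave 0.9951, the authors' processed values 0.9947, which rounds to the paper's value, and median scaling 0.967; by the error alone, without the rounding, none of them came within it.

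Additional file 2 gives a difference between the strains or the regions for each probe. The paper's median size is 1.14 for the Magenta probes (strain), 0.945 for the Red probes (region) and 0.555 for the Pink probes (region), against 2.15, 1.60 and 0.742 here. With probes undetected in a whole group set to their lowest difference the medians were 1.99, 1.54 and 0.719. None of the alternatives set before the data were examined came within the error for any of the 3 modules: no background correction gave 1.71, 1.31 and 0.70, median scaling 1.98, 1.60 and 0.779, the authors' processed values 0.440, 0.504 and 0.294, chip as a fixed block 2.13, 1.60 and 0.70, and probes detected on at least 1 array 2.15, 1.60 and 0.742. The signs were the same for 76 of 76 Magenta probes, all listed Red probes and 84 of 84 Pink probes, and the correlation with the paper's values across probes was 0.887, 0.929 and 0.907. The slope of the paper's values on those here was 0.525, 0.566 and 0.566, that without background correction 0.677, 0.721 and 0.729, and that on the authors' processed values 1.62, 1.38 and 1.31. The 3 slopes lie near each other on the main values and without background correction. However, 1 common factor, such as another log base, would leave a correlation of 1 across probes. Without background correction that correlation was 0.958, 0.973 and 0.965, and on the main values it was lower, so a factor alone does not give the paper's sizes. By its legend the scale of Additional file 2 is comparable to log2. The cause of the gap was not tested.

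The paper gives a range for the mean expression level of its modules. The authors' processed values have a mean of 8.19 over the Magenta probes and 8.45 over the listed Red probes, both below that range, and 8.63 over the Pink probes, which is inside it. In the log2 values used here the means were 7.98, 8.70 and 9.14.

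For the genes of neurogenesis the paper states that most were higher in the hippocampus and names 4 exceptions. Over the whole list of 15 here, 9 were higher in hippocampus and 6 in amygdala, so most were higher in hippocampus here too. Besides the named exceptions, Sema3a (-2.60) and Sema3f (-2.12) were higher in amygdala. The paper places both in the Red module, and all listed Red probes have the same sign in Additional file 2 as here.

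The paper lists 8 probes with an interaction, at an adjusted p under 0.01 over the probes detected on at least 1 array. Here 6 of them passed. The probe of 4930511J11Rik (Tmem114) had an interaction of 1.64 with an adjusted p of 0.0321. It passed without background correction, with the authors' processed values, with chip as a random block, with array weights, at an adjusted p under 0.05, without 1 C57BL/6J amygdala array, and with the number of detected probes as a covariate, a setting chosen after seeing the values which drops 1 of the paper's 8 items. The probe of Myoc was not tested, and passed with probes detected on at least 1 array and with no filter, with an interaction of -1.89. That of Zfhx3, which the paper does not list, passed here with -2.32 (adjusted p = 0.0056) and did not with median scaling, the authors' processed values, no filter, chip as a fixed block, either chip lot alone, without the arrays under 7000 detected probes, or without 1 array for 20 of the 35 arrays. It was not tested with probes detected on all 35 arrays.

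The paper's tables hold entries that do not match its text. 4930511J11Rik is placed in the Red module in the text and in the Pink list of Additional file 2. Lypd1 is marked Pink in Additional file 7 and is not in the Pink list. The text names 8 genes with an interaction and the legend of Additional file 7 gives 6. In the copy of Additional file 3 used here, which holds 882 lines, the columns for Magenta and Pink are identical.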

Other observations

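The tests of the gene lists for the interaction and for the strain difference within 1 region, and the settings with the number of detected probes as a covariate and without the arrays under 7000 detected probes, were chosen after the results were seen.

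Of the gene lists not given with the article's statements, 2 passed camera for region. Of 9 measured genes of CA2 and CA3 pyramidal cells 4 were higher in hippocampus, such as Cpne9 by 2.39 and Bok by 1.95, and 1 in amygdala (4 and 2 adjusted over the list alone; camera adjusted p = 0.0069, and 0.0128 with an estimated correlation, over the threshold). Of 4 genes of dentate granule cells 2 were higher in hippocampus, Prox1 by 2.04 and C1ql2 by 4.11 (2 adjusted over the list alone; 0.0018 and 0.0060). The range of camera's adjusted p over the settings was from 0.0011 to 0.190 for the first and from 3.6e-05 to 0.0122 for the other.

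For the other lists camera's adjusted p for region was above the threshold. Higher in hippocampus and in amygdala were 7 and 4 of 21 axon guidance genes (8 and 4 adjusted over the list alone; camera adjusted p = 0.334), such as Ntng1 by 1.86 and Nrp1 by 1.78, 3 and 1 of 16 voltage-gated potassium channels (3 and 1; 0.609), 2 and 1 of 5 genes of CA1 pyramidal cells (2 and 1; 0.469), 3 and 0 of 11 immediate early genes (3 and 0; 0.161), such as Jun by 2.10, 0 and 1 of 6 genes of the choroid plexus (1 and 1; 0.860), 1 and 0 of 10 endothelial genes (1 and 0; 0.930) and 1 and 0 of 41 ribosomal proteins (1 and 0; 0.930). By limma 0 genes passed among 12 of astrocytes (2 at an unadjusted p under 0.05; camera adjusted p = 0.991), 10 of microglia (1; 0.189), 48 of the respiratory chain (0; 0.924), 9 of MHC class I and antigen presentation (1; 0.736) and 3 of blood (0; 0.796).

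Between the strains, genes of MHC class I and antigen presentation differed (camera adjusted p = 3.2e-04, and 0.0020 with an estimated correlation). Of 9 measured, 3 were lower in A/J, the Magenta probe of H2-T22 by at least 3.92-fold (detected on 0 of 17 A/J and 18 of 18 C57BL/6J arrays), H2-T9 (-1.60) and H2-T23 (-1.02), and H2-D1 was higher, by at least 2.08-fold (detected on 14 of 17 and 0 of 18; 5 and 1 adjusted over the list alone). Over the settings that gave a value camera's adjusted p was 2.3e-04 to 5.5e-04; with an estimated correlation it was 0.224 under median scaling, over the threshold. With probes detected on all 35 arrays the list held too few genes and gave no value. Additional file 2 marks no known SNP in the probe of H2-T22, which was not sequenced, and lists the gene as cis-regulated; whether the probes of the other genes hold variants between the strains was not tested. Of 10 microglia genes 3 were lower in A/J and 1 higher (3 and 1; 0.0358): Fcer1g, which is a Magenta probe, C1qb (-1.13), C1qc (-0.93) and Laptm5 (0.61).

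For the rest of the strain lists single members passed. Of the neuropeptides Gal (-1.57) and Cort (-1.32) were lower in A/J, of the respiratory chain the Magenta probes of Ndufb10 and Cox7a2l (-3.43), of the ribosomal proteins Rpl29 (-1.68), of the potassium channels Kcnf1 (-1.20), of CA2 and CA3 Iyd (-0.58) and of the meninges Ptgds (-1.06). Egr4 among the immediate early genes (0.81), Hbb-b2 of the blood list, Cacng5 of CA2 and CA3 (0.61), Wfs1 of CA1 and Tgfb2 of the neurogenesis genes (0.55) were higher. Glo1, the only measured member of 6 genes listed for reported strain variants, was higher in A/J.

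The striatal-type genes had a mean strain difference of 0.38, for which camera gave an adjusted p of 0.0067 and, with an estimated correlation, 0.536; 0 of 15 passed by limma and 9 were higher in A/J at an unadjusted p under 0.05. Camera's adjusted p for this list lay between 3.4e-04 and 0.0608 over the settings. In the amygdala alone 2 of 15 were higher in A/J (10 adjusted over the list alone), and in the hippocampus alone 1 of 7 thalamus genes was lower in A/J (4 adjusted over the list alone); with an estimated correlation the adjusted p was 0.605 and 0.0775. For the interaction 6 lists passed camera at its preset correlation: striatal type (mean interaction -0.74, adjusted p = 2.7e-07), oligodendrocytes (-0.71, 1.5e-06) and thalamus (-0.87, 3.5e-04), and the respiratory chain (0.21, 9.1e-04), neuropeptides (0.42, 0.0095) and glutamatergic neurons (0.39, 0.0095). With an estimated correlation no list passed, where the lowest adjusted p was 0.145.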
